# Upregulated WDR5 promotes proliferation, self-renewal and chemoresistance in bladder cancer via mediating H3K4 trimethylation

**DOI:** 10.1038/srep08293

**Published:** 2015-02-06

**Authors:** Xu Chen, Weibin Xie, Peng Gu, Qingqing Cai, Bo Wang, Yun Xie, Wen Dong, Wang He, Guangzheng Zhong, Tianxin Lin, Jian Huang

## Abstract

WD repeat domain 5 (WDR5) plays an important role in various biological functions through the epigenetic regulation of gene transcription; however, its role in bladder cancer remains largely unknown. Our study investigated the role of WDR5 in bladder cancer and demonstrated that WDR5 was upregulated in bladder cancer tissues, and elevated WDR5 protein levels positively correlated with advanced tumor stage and poor survival. Through gain or loss of function, we demonstrated that WDR5 promoted proliferation, self-renewal and chemoresistance to cisplatin in bladder cancer cells *in vitro*, and tumor growth *in vivo*. Mechanistically, WDR5 regulated various functions in bladder cancer by mediating the transcription of cyclin B1, cyclin E1, cyclin E2, UHMK1, MCL1, BIRC3 and Nanog by histone H3 lysine 4 trimethylation. Therefore, we have discovered that WDR5 plays an important role in bladder cancer suggesting that WDR5 is a potential biomarker and a promising target in the treatment of bladder cancer.

Bladder cancer is one of the most common cancers, causing approximately 150,000 deaths per year worldwide^1^. It is a clinically heterogeneous disease: noninvasive lesions that usually recur but rarely progress, and aggressive muscle-invasive lesions that progress and are associated with poor long-term survival^2^. Emerging evidence shows that the mechanisms of bladder cancer are complex, which may include the alteration of genomic regions^3^ and epigenetic modification^4^,^5^,^6^ in urothelial cells. Despite recent progress, the molecular mechanisms underlying bladder cancer pathogenesis remain to be further elucidated.

Chromatin modifications, including histone methylation, acetylation, phosphorylation, ubiquitylation and ADP ribosylation, have been found to play crucial roles in gene expression^7^. Regarding histone methylation, the Polycomb repression complex 2 (PRC2) mediates histone H3 lysine 27 trimethylation (H3K27me3), which is correlated with gene repression, whereas the MLL/SET1 complexes mediates H3K4 methylation, which is correlated with gene activation^8^. WDR5 is a core component of the MLL/SET1 complexes and exerts methyltransferase activity^9^,^10^. The present study reveals that WDR5 plays a critical role in embryonic stem cell self-renewal by interacting with Oct4 and mediating H3K4 methylation^11^. In addition, WDR5 induced by hypoxia interacts with HDAC3 to activate mesenchymal gene expression and promotes epithelial-mesenchymal transition by H3K4 methylation^12^. Moreover, WDR5 is overexpressed in prostate cancer and promotes proliferation upon androgen stimulation^13^. A previous study revealed that WDR5 silencing attenuates oncogene ErbB2 overexpression in breast cancer by decreasing H3K4me3 levels on its promoter^14^. Although basic knowledge related to WDR5 has increased recently, the expression pattern and biological function of WDR5 in bladder cancer remains largely unknown.

In this study, we found that WDR5 expression was increased in bladder cancer tissues and correlated with advanced tumor stage and poor survival. Furthermore, WDR5 promoted bladder cell proliferation, self-renewal and chemoresistance to cisplatin *in vitro*, and accelerated tumor growth *in vivo*. We identified some target genes of WDR5 by microarray and chromatin immunoprecipitation (ChIP) qPCR.

## Results

### WDR5 is upregulated in bladder cancer tissues

To detect the expression of WDR5 in bladder cancer, we examined WDR5 expression in 134 bladder cancer tissues and 77 normal tissues by immunohistochemistry (IHC). The positive and negative controls of WDR5 in IHC were shown in Supplemental Figure 1. WDR5 was obviously upregulated in bladder cancer tissues compared with normal tissues (Fig. 1A). Most of the bladder cancer tissues (69.4%, 93/134 cases) were found to exhibit high WDR5 expression. By contrast, most of the normal tissues (87%, 67/77 cases) expressed low WDR5 (Fig. 1B). The log-rank test revealed that WDR5 expression correlated significantly with the overall survival of bladder cancer patients (Fig. 1C). The overall survival for bladder cancer patients with higher WDR5 expression was significantly shorter than those patients with low WDR5 expression (p = 0.04). Upon clinicopathological correlation analysis, elevated WDR5 protein levels positively correlated with advanced tumor stage of bladder cancer (Table 1, p = 0.005).

### WDR5 promotes bladder cancer cell proliferation by regulating the cell cycle

To study the role of WDR5 in bladder cancer, we created a WDR5 gain or loss of function in bladder cancer cells. As shown in Figure 2A, WDR5 was remarkably downregulated in UM-UC-3 cells by the siRNA si-WDR5-2 or si-WDR5-3, but not si-WDR5-1. WDR5 was observably upregulated in UM-UC-3 and T24 cells through lentiviral infection (Fig. 2B). Moreover, WDR5 knockdown significantly reduced viability and colony formation of UM-UC-3 and T24 cells (Fig. 2C and E, p < 0.05). In contrast, overexpression of WDR5 enhanced bladder cancer cell viability and colony formation (Fig. 2D and F). Therefore, these data suggest that WDR5 promotes the proliferation of bladder cancer cells *in vitro*.

Next, we performed flow cytometry and EdU assays to characterize whether WDR5 was involved in the cell cycle. Interestingly, WDR5 silencing dramatically increased the cell population at G0/G1 phase, whereas it reduced the cell population at S and G2/M phase (Fig. 3A). Moreover, WDR5 knockdown significantly decreased the cell population at S phase in UM-UC-3 and T24 cells by EdU assay (Fig. 3B-C, p < 0.05). Given that WDR5 knockdown induced cell cycle arrest, we examined the effect of knockdown on cyclins. Interestingly, WDR5 silencing obviously reduced expression of cyclin B1, E1 and E2, whereas cyclin A, D1 and H were mostly unaffected (Fig. 3D). Collectively, these results demonstrate that WDR5 knockdown mainly induces G0/G1 phase cell cycle arrest in bladder cancer cells.

### WDR5 plays an important role in bladder cancer cell self-renewal

Although WDR5 involves in the self-renewal of embryonic stem cells^15^, whether WDR5 regulates the self-renewal of cancer stem cells remained largely unknown. To address this, we first performed the sphere culture in UM-UC-3 and T24, and detected the expression of pluripotency transcription factors in the sphere and adherent cells. We found the Oct4, Sox2 and Nanog were obviously upregulated in sphere cells compared with adherent cells, suggesting that the UM-UC-3 and T24 spheres had the characteristics of cancer stem cells (Fig. 4A). Interestingly, we found that WDR5 was aslo upregulated in UM-UC-3 and T24 spheres, suggesting that WDR5 might associate with cancer stem cells (Fig. 4A). So we stably knockdown WDR5 in UM-UC3 and T24 cells by lentivirus (Fig. S2). The number and size of the spheres was remarkably decreased in the WDR5 knockdown UM-UC3 and T24 cells, but increased in the WDR5 overexpressed UM-UC3 and T24 cells (Fig. 4B–D). Furthermore, knockdown of WDR5 surprisingly attenuated, whereas overexpression of WDR5 well maintained, the ability of sphere formation in the serial passage assay (Fig. 4E). In addition, WDR5 silencing mainly reduced, but overexpression of WDR5 increased, the expression of Nanog (Fig. 4F–G). Overexpression of Nanog remarkably increased the number and size of the spheres in UM-UC3 and T24 cells, suggesting that Nanog promoted the self-renewal of bladder cancer cells (Fig. S3). Therefore, these data suggest that WDR5 is associated with CSCs and may regulate bladder cancer cells self-renewal by mediating Nanog.

### WDR5 enhances bladder cancer cells chemoresistance to cisplatin

Chemoresistance is an important characteristic of CSCs^15^. Therefore, we investigated the role of WDR5 in apoptosis and chemoresistance by MTT assay and flow cytometry. As shown in Figure 5A, the cells transfected with WDR5 siRNA exhibited a lower resistance and IC_50_ to cisplatin than those transfected with control siRNA. In contrast, upregulation of WDR5 increased the resistance and IC_50_ value to cisplatin (Fig. 5B). Furthermore, we quantified apoptosis by staining cells with Annexin V and PI. WDR5 knockdown induced UM-UC3 and T24 cells apoptosis and significantly increased the percentage of apoptotic cells under cisplatin treatment (Fig. 5C–D, p < 0.05). The caspase 3/7 activity was upregulated in WDR5 knockdown cells and obviously increased when cells were treated with cisplatin (Fig. 5E). These results suggest that WDR5 may enhance bladder cancer cell anti-apoptosis and chemoresistance to cisplatin.

### WDR5 promotes tumorigenicity of bladder cancer cells *in vivo*

To further explore the effects of WDR5 in bladder cancer tumorigenesis *in vivo*, stable WDR5 knockdown, WDR5 overexpression or control UM-UC-3 cells were subcutaneously injected into NOD/SCID mice, and the tumor growth activity was measured. Interestingly, the growth of tumors derived from the WDR5 knockdown group was prominently suppressed compared with the control group from 2 weeks after tumor inoculation (Fig. 6A–B). In contrast, overexpression of WDR5 obviously accelerated the tumor growth *in vivo* compared with the PCDH-vector group (Fig. 6C and D). Moreover, the tumors derived from the WDR5 knockdown group exhibited lower expression of WDR5 and proliferation marker Ki67 than the control group. However, upregulation of WDR5 was associated with a higher Ki67 expression level in the PCDH-WDR5 group than the PCDH-Vector group (Fig. 6E). The WDR5 protein level was correlated with the Ki67 protein level in the animal tumor tissues (Fig. 6F). Furthermore, WDR5 knockdown decreased the expression of Nanog, whereas overexpression of WDR5 increased the expression of Nanog in the animal tumor tissues (Fig. 6G). These results indicate that WDR5 promots bladder cancer cell growth *in vivo* through the regulation of proliferation and self-renewal.

### The target genes of WDR5 were identified in bladder cancer

To investigate the target genes of WDR5 in bladder cancer, we knocked-down WDR5 by si-WDR5-2 and si-WDR5-3 separately and monitored the changes in mRNA levels by microarray. 

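WDR5 mRNA, the target of both siRNAs, had an array intensity of 979 with control siRNA, 211 with si-WDR5-2 and 311 with si-WDR5-3. These levels are 0.215 and 0.317 times the control. The 2 probe sets of WDR5 alone ranged from 0.201 to 0.231 with si-WDR5-2 and from 0.311 to 0.323 with si-WDR5-3. A further probe set, which Table S1 gives for LOC401127 and WDR5 together, is not among them. Its ratios in that table are nearly equal with both siRNAs. The microarray experiment used UM-UC-3 cells, a human bladder cancer cell line, transfected with control siRNA, si-WDR5-2 or si-WDR5-3 at 75 nM. The sample labels give 48 h after transfection and place the targets of si-WDR5-2 and si-WDR5-3 at positions 999 and 585 of the WDR5 coding sequence. The same labels give the submitters' WDR5 level relative to control as 0.06 with si-WDR5-2 and 0.14 with si-WDR5-3. Total RNA of each condition was hybridised to 1 Affymetrix PrimeView array, an array of short oligonucleotides on which several probes make up a probe set and a gene can have several probe sets. With 3 arrays and 1 per condition there was no replicate of a condition, so no difference between conditions could be set against a spread between cultures. The authors analysed the scans with GCOS 1.4 and deposited linear intensities of 49293 probe sets. The methods of background correction, summarisation and normalization are not given in the sources used here. The median intensity was 151 with control siRNA, 149.9 with si-WDR5-2 and 151 with si-WDR5-3, and the lowest value of any array was 45.5, a floor that draws the ratios of dim probe sets towards 1. Ratios to the control array were taken on the log2 scale for the 24647 probe sets with a mean intensity of at least 152, the median of all probe sets. The value of a gene is the median over its probe sets with 1 gene symbol, which covered 11501 genes. A gene was counted as higher with both siRNAs when a probe set was at least 1.5 times the control with each and at least 2 times with one, and as lower at ratios of at most 0.67 and 0.5, provided that no probe set of the gene met the opposite rule. These limits were read from the range of the ratios in Table S1, since the paper's text does not name a threshold, so the counts are not independent of that table.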

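TPM4, a tropomyosin of the actin cytoskeleton, was 3.39 times the control with si-WDR5-2 and 3.67 times with si-WDR5-3, and the zinc finger gene ZNF664 was at 3.36 and 5.09 times. The kinesin KIF1C was at 2.62 and 3.38 times, the histone H2B gene H2BC5 at 3.33 and 2.48 times and TUBA1A, an alpha-tubulin, at 2.09 and 2.18 times. The other genes with the largest rises were EMC6, TSC22D1, TENM3, RGS19, ARHGAP21, LPCAT1 and PPP1R14B, which lay between 2.11 and 2.79 times the control with either siRNA. In all, 120 genes were higher with both siRNAs. Of 30 genes of basement membrane and extracellular matrix past the filter, 7 were higher and 2 lower. The collagens COL4A1 (2.27 and 1.72 times with si-WDR5-2 and si-WDR5-3) and COL4A5 (2.26 and 1.73 times) and the matrix protein POSTN (2.22 and 1.84 times) were among the higher ones. Of 16 genes of the hypoxia and glucose response, 6 were higher and none was lower, among them the arrestin-domain gene ARRDC3 (2.67 and 2.01 times), DDIT4, an inhibitor of mTORC1 signalling (3.34 and 1.69 times), and the transcriptional regulator CITED2 (3.33 and 1.50 times). SEMA3A, a secreted semaphorin, was at 3.19 and 2.04 times and GAS1, a growth arrest gene, at 1.89 and 2.07 times. PPP1R3C was at 1.63 and 2.37 times, GANAB at 1.89 and 2.20 times and MESD at 1.95 and 1.95 times. OGFR was counted for 1 probe set of 5, at 3.92 and 2.39 times, while its median was 1.38 and 1.13 times. Among 18 members of the MLL/SET1 complexes WDR5 alone met the rule, and the ratios of KMT2A were 0.936 and 1.04. Of the 88 higher genes with several probe sets, 10 met the rule with every one. With the brightest probe set TPM4 was at 2.05 and 1.79 times. Without the filter on dim probe sets ZNF664 was at 1.80 and 2.28 times, TENM3 at 1.19 and 1.40 times, ARHGAP21 at 1.45 and 1.43 times and MESD at 1.13 and 1.26 times, and COL4A1 was at 1.30 times with si-WDR5-2. The count of higher genes fell to 60 when the median over probe sets had to meet the rule and to 57 with an offset before log2, and limma with the 2 siRNA arrays as knockdown samples called 0 at an adjusted p under 0.05 and 475 at an unadjusted p under 0.05 (253 to 745 over the scalings and filters tried). In both directions together 1097 of 24647 probe sets had an unadjusted p under 0.05, against 1232 by chance, and with the spread between arrays simulated as normal error of each probe set the rule called 79 unchanged genes higher when every array had the error of the si-WDR5-2 ratios, more than the si-WDR5-3 ratios allow, and 10 when each array had its own. 

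**Figure D1:**
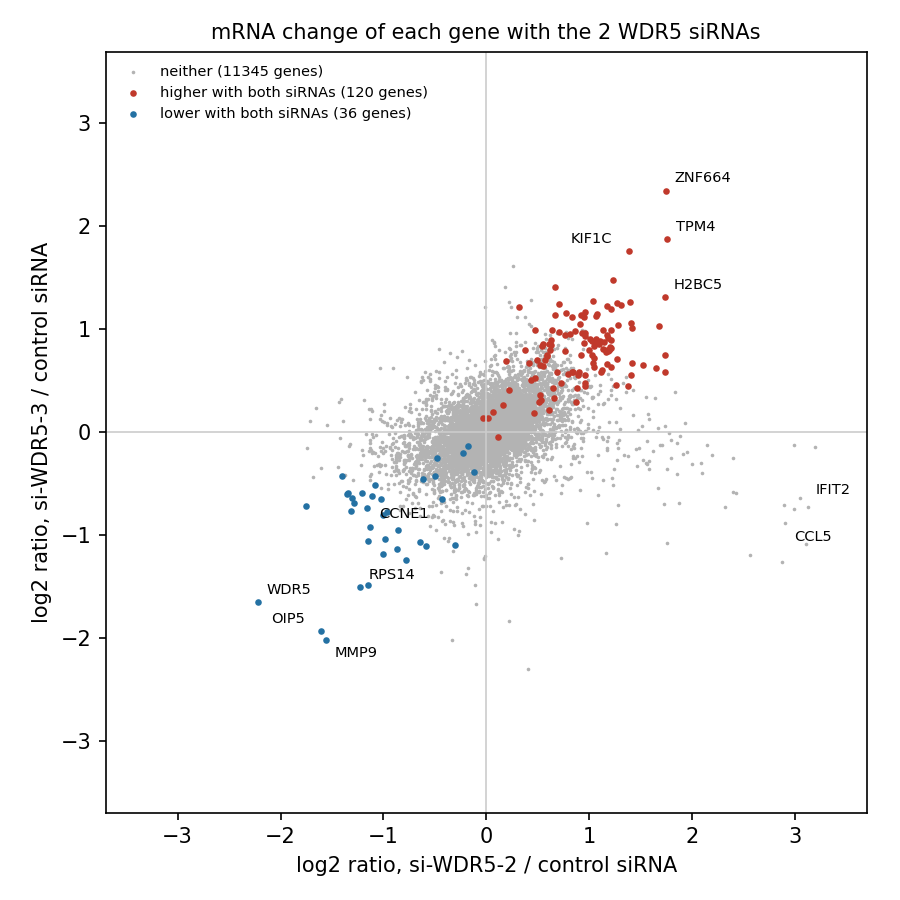
Log2 ratio of each of 11501 genes to control siRNA with si-WDR5-2 (horizontal) and si-WDR5-3 (vertical), each point the median over the probe sets of 1 gene. Red points are the 120 genes counted as higher with both siRNAs and blue points the 36 counted as lower, and coloured points near 0 are genes of which only some probe sets met the rule.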

There were 136 upregulated genes and 42 downregulated genes in both siRNAs of WDR5 compared with control siRNA (Fig. 7A, Tables S1). Next, we validated the expression of these genes in UM-UC-3 and T24 cells transfected with control or WDR5 siRNA by RT-qPCR. Consistent with above, some putative WDR5 target genes were obviously upregulated (Fig. 7B and Fig. S4A), whereas other genes were downregulated in WDR5 silenced cells (Fig. 7C and Fig. S4B). Moreover, the protein expression of MCL1, BIRC3 and UHMK1 was suppressed in WDR5 silenced cells (Fig. 7D). Previous reports have revealed that WDR5 regulates target gene activation mainly by mediating H3K4me3^9^,^10^. We also found that WDR5 knockdown obviously decreased the expression of H3K4me3, suggesting that WDR5 might regulate target genes in bladder cancer by H3K4me3 (Fig. 7D). Thus, we focused on the genes downregulated in WDR5 knockdown cells and a ChIP assay was performed to demonstrate H3K3me3 levels. 

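Apart from WDR5 itself, the lowest ratios with both siRNAs were those of OIP5, a centromere protein, at 0.329 times the control with si-WDR5-2 and 0.261 times with si-WDR5-3, and of the matrix metalloproteinase MMP9 at 0.340 and 0.246 times. Cyclin E1 (CCNE1) was at 0.458 and 0.528 times and cyclin E2 (CCNE2), which like it drives entry into S phase, at 0.409 and 0.619 times. The kinase gene UHMK1 was at 0.498 and 0.438 times, GLO1, which detoxifies methylglyoxal, at 0.406 and 0.640 times and RRM2, a subunit of ribonucleotide reductase, at 0.551 and 0.518 times. MCL1, an anti-apoptotic member of the BCL2 family, had 2 probe sets at 0.464 and 0.482 times with si-WDR5-2 and at 0.456 and 0.534 times with si-WDR5-3, while the other 4 lay between 0.910 and 0.949 times with si-WDR5-2 and between 0.684 and 0.972 times with si-WDR5-3. The other genes with the largest falls were RPIA (0.450 and 0.357 times), CCT7 (0.506 and 0.488 times), CD82 (0.497 and 0.573 times) and LMAN1 (0.549 and 0.455 times). A total of 36 genes were lower with both siRNAs. Of 66 cytoplasmic ribosomal protein genes past the filter 4 were lower and none was higher, with RPS14 at 0.427 and 0.351 times (1 of its 3 probe sets at 0.914 and 0.955) and RPL35A, counted for 1 of 2 probe sets, at 0.452 and 0.480 times. The other two, RPL37 and RPS15A, were counted for 1 of 4 probe sets each and had medians of 0.653 and 0.727 and of 0.717 and 0.838 times, and of the 26 lower genes with several probe sets 5 met the rule with every one. Of 21 NF-kappaB targets, 3 were lower, and one of them was NFKBIA, the inhibitor of NF-kappaB, at 0.666 and 0.465 times. The cell cycle inhibitor CDKN1A (p21) was at 0.584 and 0.421 times. The ratios of cyclin B1 (CCNB1) were 0.634 and 0.811, which did not meet the rule. CCNA2 was at 0.667 and 0.821 times, CCND1 at 0.889 and 0.582 times and CCNH at 0.721 and 0.687 times. None of these met the rule either, so the rule does not separate CCNB1 from them. For protein, the paper reports cyclin A, D1 and H as mostly unaffected on Western blots. NANOG lay below the filter, with an intensity of 85.1 in the control, near the floor of the arrays, where its ratios of 1.02 and 0.992 can show neither a change nor its absence. A dimmer probe set of CCNE1, CCNE2 and UHMK1, below the filter, had ratios of 0.826 and 0.881, 0.671 and 0.721, and 0.861 and 0.889 and did not meet the rule. With limma no gene was lower at an adjusted p under 0.05, and 204 were at an unadjusted p under 0.05 (93 to 446 over the scalings and filters tried). The count of lower genes was 19 with an offset before log2, and 24 when the median over probe sets had to meet the rule. The simulated arrays gave 71 unchanged genes as lower with the error of the si-WDR5-2 ratios on every array and 17 with an error for each. The paper takes genes changed by both siRNAs as putative WDR5 targets and, from the lower H3K4me3 in WDR5 silenced cells, proposes that WDR5 regulates target genes through this mark.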

As determined by ChIP-qPCR, WDR5 knockdown resulted in decreased H3K4me3 levels and location of WDR5 and RNA polymerase-II levels in the promoter regions of cyclin B1, cyclin E1, cyclin E2, UHMK1, MCL1, BIRC3 and Nanog, but not negative control, suggesting downregulation of these genes were directly regulated by WDR5 (Fig. 7E and Fig. S5). Taken together, these data indicate that WDR5 regulates target genes in bladder cancer by mediating H3K4me3 levels.

## Discussion

In recent years, it has become increasingly evident that aberrant proteins responsible for histone modifications play key roles in carcinogenesis. For example, EZH2 is identified as an oncogene in bladder cancer and lung cancer^16^,^17^, and Bmi1 regulates self-renewal of bladder cancer stem cells^18^. WDR5, a core component of the MLL/SET1 complexes, plays a critical role in embryonic stem cell self-renewal^11^, undifferentiated progenitor cells of the baboon subventricular zone^19^ and Epithelial-Mesenchymal Transition^12^. A recent study finds that H2A.Z is overexpressed in bladder cancer and activates oncogenic transcription by recruiting WDR5 and BPTF to its target genes^20^, suggesting that WDR5 may play a role in bladder cancer, but its expression pattern, role and mechanism in bladder cancer remain unclear. Here, we found that WDR5 was upregulated in bladder cancer tissues compared with normal tissues by IHC, and correlated with advanced tumor stage and overall survival of bladder cancer patients. Supporting our findings, a recent study found that WDR5 is overexpressed in prostate cancer tissue compared with normal tissues^13^. Taken together, high expression levels of WDR5 may serve as a novel molecular marker for bladder cancer. In addition, there are many questions to be elucidated, such as the correlation between WDR5 with metastasis and disease specify survival of bladder cancer patient. Answers to these questions will establish whether WDR5 could be used as an independent prognostic marker and criteria for patient selection.

As reported previously, WDR5 silencing reduces cell growth in breast cancer and prostate cancer^13^,^14^, but the detailed mechanism and role *in vivo* is still unknown. Through gain or loss of function, we discovered that WDR5 promoted bladder cancer cell proliferation *in vitro* and tumor growth *in vivo*, and that silencing WDR5 mainly induces the G0/G1 phase cell cycle arrest. The cell cycle is regulated by cyclins and cyclin-dependent kinases^21^. Cyclin E1 and cyclin E2 regulate the G1 to S-phase transition, while cyclin B1 regulates the G2 to M-phase transition^21^. Moreover, cyclin E is associated with high-grade, high-stage and invasive bladder cancer^22^,^23^. UHMK1 (also named KIS) is overexpressed in leukemia and promotes the G1 to S-phase transition^24^. Mechanistically, WDR5 knockdown obviously inhibited cyclin E1, cyclin E2 and UHMK1 leading to G0/G1 phase cell cycle arrest, which might disturb the effect of cyclin B1 downregulation on G2 to M-phase transition. However, another study showed that knockdown of MLL1, another core component of the MLL/SET1 complexes, suppressed HeLa cell proliferation by reducing the expression of cyclin B and inducing the G2/M phase cell cycle arrest^25^. These data suggest that WDR5 promotes bladder cancer cell proliferation *in vitro* and *in vivo* by regulating the cell cycle, but the role and mechanism are not the same as MLL1.

CSCs, a small subpopulation of cells in a tumor, can self-renew and differentiate into multiple lineages, and they possess strong tumor-initiating capacity. Therefore, CSCs are thought to be responsible for tumor initiation, progression, therapy resistance, relapse and metastasis^15^. CSCs have been widely identified in a number of malignancies, and the existence of CSCs in bladder cancer was found by Chan et al.^26^. Several studies have found that sphere culture is an effective way to enrich cancer stem cells^27^,^28^. In this study, we observed that WDR5 and pluripotency transcription factors were upregulated in UM-UC-3 and T24 spheres. Through gain or loss of function, we demonstrated that WDR5 promoted UM-UC-3 and T24 cells self-renewal *in vitro* and upregulated Nanog. Emerging evidence shows that Nanog is overexpressed in poorly differentiated tumors and correlated with poor survival outcome of patients with various types of cancer, including bladder cancer^29^,^30^. Moreover, Nanog plays a key role in CSCs self-renewal and targeting Nanog has shown the promising therapeutic potential in several types of cancer^31^,^32^. In our study, we identify that WDR5 directly activates Nanog by mediating its promoter H3K4me3 level. Taken together, our results suggest that WDR5 plays a vital role in self-renewal of bladder cancer cells by regulating Nanog.

Chemoresistance is an important characteristic of CSCs^15^. We found that WDR5 silencing increased cell apoptosis and decreased bladder cancer cells resistance to cisplatin. Conversely, overexpression of WDR5 enhanced chemoresistance to cisplatin. Moreover, we identified that WDR5 directly regulates important inhibitors of apoptotic proteins, MCL1^33^,^34^ and BIRC3^35^, by H3K4me3. The present study discovers that upregulation of MCL1 in cancers leads to chemoresistance, whereas targeting MCL1 is a novel strategy to overcome drug resistance in human^36^,^37^,^38^. Similarly, some researches find that BIRC3 silencing enhances chemotherapy sensitivity in several cancers^39^,^40^,^41^. A recent study reveals that a new compound named MM-401 blocks the MLL1-WDR5 interaction and shows a strong anticancer potential to mixed-lineage leukemia^42^. In sum, these findings indicate that WDR5 enhances bladder cancer cell anti-apoptosis and chemoresistance to cisplatin by regulating MCL1 and BIRC3, and it may be a potential target for drug development.

Given that WDR5 regulates various genes in bladder cancer, we identified the target genes of WDR5 by microarray, qPCR and Western blotting. 

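Of 14 cyclins and cyclin-dependent kinases past the filter 2 were lower with both WDR5 siRNAs, and the median log2 ratio of the group was -0.46 with si-WDR5-2 and -0.31 with si-WDR5-3. Mitosis genes had medians of -0.64 and -0.19 over 36 genes, and OIP5 alone met the rule with both siRNAs. The proliferation marker MKI67 was at 0.545 and 0.819 times the control. The 44 genes of DNA replication and S phase had a median of -0.64 with si-WDR5-2 and -0.05 with si-WDR5-3, with RRM2 the one gene lower with both. Each of the 44 replication genes lay below the control with si-WDR5-2, and 32 did with si-WDR5-3. Among 11 measured anti-apoptotic genes 2 were lower, MCL1 and BAG4 (0.433 and 0.662 times, and 0.806 times with si-WDR5-2 without the filter). The medians of these 11 genes were -0.15 and -0.16. BIRC3 was not among them and was not analysed here. None of 8 pluripotency and stem cell factors met the rule with both siRNAs. SOX2 was at 0.992 and 0.982 times, POU5F1 (Oct4) at 0.926 and 0.972 times and KLF4 at 2.10 and 0.965 times (3.20 with si-WDR5-2 for its brightest probe set). SOX2 and POU5F1 each rest on 1 probe set past the filter. Their other probe sets lay near the floor, at 85.8 and 67.3 for SOX2 and 66.0 for POU5F1 in the control. On the si-WDR5-2 array the interferon-induced genes were also high, with a median log2 ratio of 1.88 against -0.59 with si-WDR5-3. Among 10000 random gene lists of the same size and mean expression, the cyclin and mitosis medians were at percentile 0 with both siRNAs, and the replication median at 0 with si-WDR5-2 and 3.98 with si-WDR5-3. The anti-apoptotic median with si-WDR5-2 was above 0 at 0.00223 with the filter at the 75th percentile.

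**Figure D2:**
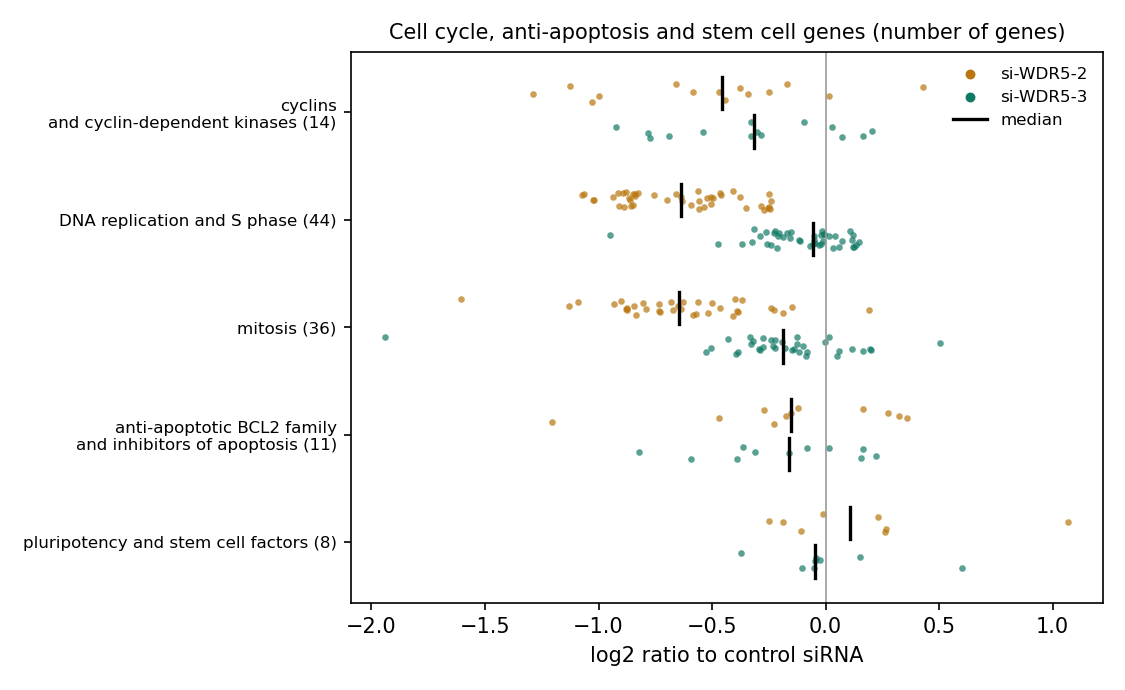
Log2 ratio to control siRNA of the genes of the cyclin, replication, mitosis, anti-apoptotic and pluripotency groups, with si-WDR5-2 in orange and si-WDR5-3 in green, each point 1 gene and each black bar the group median. The replication genes lie left of 0 with si-WDR5-2, with a median of -0.64, and around a median of -0.05 with si-WDR5-3.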

The genes identified to be regulated by WDR5 were involved in a variety of biological functions, especially in cell cycle, self-renewal and anti-apoptosis. Moreover, we demonstrated that WDR5 regulated the cell cycle mainly by directly activating the transcription of cyclin E1, cyclin E2, cyclin B1 and UHMK1, whereas WDR5 promoted self-renewal by activating Nanog, WDR5 enhanced chemoresistance via mediating MCL1 and BIRC3 in bladder cancer cells by H3K4me3. Furthermore, we identified some target genes of WDR5, and further investigation is underway to elucidate how WDR5 regulates target genes contributing to cancer development.

In summary, it is our novel discovery that WDR5 is upregulated in bladder cancer, and promotes bladder cancer cell proliferation, self-renewal and chemoresistance via activating a series of oncogenes by H3K4me3. Therefore, WDR5 is a potential biomarker for bladder cancer and a promising target for drug development.

## Methods

### Tissue samples

Two tissue microarrays were purchased from Shanghai Outdo Biotech (Shanghai, China). One tissue microarray contains 31 bladder cancer specimens and 31 normal tissues. The other tissue microarray contains 59 bladder cancer specimens and 46 normal tissues. Follow-up data of these 59 cases were used for survival analysis. A total of 44 paraffin-embedded bladder cancer specimens were obtained from patients undergoing radical cystectomy at Sun Yat-sen Memorial Hospital between May 2012 and June 2013. All samples were evaluated and subjected to histological diagnosis by expert pathologists. All samples were collected with informed consent according to the internal review and ethics boards of the Sun Yat-sen University Cancer Center. Patient and tumor demographics are listed in Supplemental Table 2.

### IHC staining and scoring analyses

This experiment was conducted as previously described^43^. Briefly, paraffin sections were first deparaffinized and hydrated. For all antibodies, microwave antigen retrieval in citrate buffer (pH 6.0) was performed, and endogenous peroxidase activity was blocked by incubating the slides in 0.3% H_2_O_2_. After serial incubation with primary antibodies and secondary antibody, sections were developed with peroxidase and 3,3′-diaminobenzidine tetrahydrochloride. Sections were then counterstained with hematoxylin and mounted in nonaqueous mounting medium. The anti-WDR5 antibody (1:200, Abcam, ab176588) was used to detect WDR5 expression in bladder cancer tissues and normal tissues. The anti-WDR5 and anti-Ki67 antibodies (1:1000, Zhongshan Bio-Tech Co. Ltd, Beijing, China) were used to detect the expression of WDR5 and Ki67 in mice tumors. A negative control was performed by replacing the primary antibody with nonimmune IgG (DAKO). The human prostate cancer tissues were used as positive controls to test WDR5 antibody for IHC staining as shown in Supplemental Figure 1.

The expression of WDR5 in bladder specimens was blindly quantified by two pathologists using the histochemical score (H-score) as previously described^44^. Briefly, the intensity of staining (0 = negative, 1 = weak, 2 = moderate and 3 = strong) was multiplied by the percentage of positive cells (0%–100%), and the average H-score (0–300) of each tissue was obtained for statistical analysis. The samples were classed as low (H-score <200) or high (H-score ≥200) WDR5 expression. Images were visualized using a Nikon ECLIPSE Ti (Japan) microscope system and processed with Nikon software.

### Cell culture

The cell lines used in this study included the human bladder cancer cells UM-UC-3 and T24, and SV40-transformed kidney cell line 293T (ATCC, Manassas, VA). T24 cells were cultured in RPMI 1640 (Gibco, Shanghai, China), whereas UM-UC-3 and 293T cells were cultured in DMEM (Gibco, Shanghai, China). All media were supplemented with 10% FBS (Shanghai ExCell Biology, China) and 1% penicillin/streptomycin. Cells were grown in a humidified atmosphere of 5% CO_2_ at 37°C.

### Sphere culture

Sphere culture was conducted as previously described^45^. Briefly, cells were grown to 90% confluence, trypsinized, and plated at a density of 1,000 cells/ml in serum-free DMEM/F12 medium (Gibco, Shanghai, China) containing 20 ng/ml epidermal growth factor (EGF, R and D Systems, MN), 5 μg/ml insulin, 0.4% bovine serum albumin (Sigma, St. Louis, MO), and 2% B27 (Life Technologies) in ultra-low adhesion 12-well plates. After 10 days culture, the number of spheres was quantified by counting using 40× magnification under a phase contrast microscope (Olympus), and the cell number per sphere was quantified after dissociation to single cells. To propagate spheres *in vitro*, spheres were collected by gentle centrifugation, dissociated to single cells, and cultured to produce the next generation of spheres.

### RNA interference

SiRNA oligos that targeted WDR5 (1-GCUGGGAAUAUCCGAUGUATT, 2-GCUCAGAGGAUAACCUUGUTT, 3-CCCAGUCCAACCUUAUUGUTT) were purchased from GenePharma (Shanghai, China). SiRNA transfections were performed with 75 nM siRNA and Lipofectamine RNAimax (Life Technologies) following the manufacturer's instructions.

### Stable WDR5 overexpression or knockdown cell lines

The coding sequence of WDR5 was amplified by PCR and cloned in the pCDH-CMV-MCS-RFP-Puro vector (SBI). The pLKO.1 TRC cloning vector (Addgene plamid: 10878) was used to generate shRNA against WDR5 (GCTCAGAGGATAACCTTGTTT) or negative control (CCTAAGGTTAAGTCGCCCTCG). The lentivirus production and infection was conducted according to the manufacturer's protocol. As the vector used to overexpress WDR5 also expresses red fluorescent protein, the flow cytometry and EdU assay are not suitable for these transfected cells.

### Cell proliferation assay

The methyl thiazolyl tetrazolium (MTT; MTS, Promega) colorimetric assay was used to screen for cell viability. The cells transfected with control, WDR5 siRNA or the stable cells were seeded in 96-well plates at a density of 2 × 10^3^ cells/well. Then, the absorbance was measured at a wavelength of 490 nm for 5 days by SpectraMax M5 (Molecular Devices).

For the colony formation assay, the cells were seeded in a 6-well plate at a density of 1,000 cells per well after siRNA transfection, whereas the stable transfected cells were plated at a density of 500 cells per well. Approximately 10 days later, the clones were washed with 1 × PBS and stained with crystal violet for approximately 20 min. Finally, the clones were imaged and quantified.

For the cell cycle analysis, 48 h after transfection, cells were harvested and fixed in 70% ice cold ethanol and followed by RNase A treatment, stained with 50 μg/ml of propidium iodide for DNA content analysis in a FACSCaliber BD flow cytometer. The data were collected and processed using the BD FACSuite analysis software.

The EdU assay was performed according to the manufacturer's instructions (RiboBio, Guangzhou, China). Cells were seeded at 3 × 10^4^ cells/well in a 24-well plate and then transfected with control or WDR5 siRNA. Finally, 50 μM EdU was added to the plate, the cells were incubated for 2 h and the nuclei were stained with DAPI. The images were captured using an Olympus laser scanning microscope system.

### Chemosensitivity assay

For the chemosensitivity assay, transfected UM-UC-3 and T24 cells were treated with a series of different concentrations (0, 0.5, 1, 1.5, 2 and 2.5 μg/ml) of cisplatin (Sigma) for 48 h. The value was measured using the same method as MTS. For calculation of half inhibition concentration (IC_50_), data were fitted in Graph Pad Prism 5 (Graph Pad Software Inc., San Diego, CA, USA, 2005) and dose-response curve was plotted using the equation log(inhibitor) vs. response- Variable slope. It is also called a four-parameter dose-response curve: 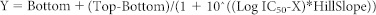
46,47,48.

### Apoptosis analysis

The cells transfected with control or WDR5 siRNA 24 h later were treated with 0 or 2 μg/ml cisplatin for 24 h. The cells were then collected, washed with PBS and the cell apoptosis was analyzed with Annexin V-FITC and PI (KeyGEN Biotech, Nanjing, China) staining in a FACSCaliber BD flow cytometer.

### Detection of caspase-3/7 activity

Enzymatic activity of caspase-3/7 was measured using the Caspase-Glo 3/7 Assay kit (Promega, Shanghai, China) according to the manufacturer's instruction. Briefly, the cells transfected with control or WDR5 siRNA were seeded in 96-well plates and treated with or without IC_50_ concentration of parental cells cisplatin for 24 h. The UM-UC-3 cells were treated with 1.47 μg/ml, while the T24 cells were treated with 1.82 μg/ml. Next, the cells were lysed and incubated with 100 μL of Apo-ONE Caspase-3/7 reagent (substrate and buffer in the ratio of 1:100). After 1 h incubation in the dark at room temperature, the fluorescence of each well was measured at 485–520 nm by reading in SpectraMax M5 (Molecular Devices). The experiments were replicated three times.

### RNA isolation and quantitative RT-PCR

Total RNA was extracted from cells using Trizol reagent (Invitrogen) according to the manufacturer's protocol. Total RNA was used for reverse transcription with the PrimerScript RT-PCR kit (TaKaRa Biotechnology, Dalian, China). Quantitative RT-PCR was conducted using a standard SYBR Green PCR kit (Roche) protocol with a LightCycler 480 real-time instrument (Roche). The relative expression was calculated using the 2^−ΔΔCt^ method. The transcription level of GAPDH was used as an internal control. All specific primers are listed in Supplementary Table 3.

### Western blotting

The total protein extracted from the samples was resolved on 10% sodium dodecyl sulfate–polyacrylamide gels and electrophoretically transferred to a polyvinylidene fluoride membrane. Blots were blocked with 5% skim milk followed by incubation with antibodies. Primary antibodies specific to WDR5, H3K4me3, Oct4, Sox2 and Nanog (1:1000, Abcam), cyclin A, cyclin B1, cyclin D1, cyclin E1, cyclin E2, cyclin H, H3, MCL1 and GAPDH (1:1000, CST), UHMK1 and BIRC3 (1:1000, ABGENT) were used. The blots were then incubated with goat anti-rabbit or anti-mouse secondary antibody (CST) and visualized using enhanced chemiluminescence.

### Tumorigenesis study

NOD/SCID mice (5 weeks of age, 18–20 g, Vital River Laboratories, Beijing, China) were housed in sterile filter-capped cages. A total of 3 × 10^6^ cells were injected subcutaneously on the right or left side of the dorsum and five mice were used. Twenty-one and twenty-eight days post-implantation, the mice were euthanized and tumors were surgically dissected, respectively. The tumor specimens were fixed in 4% paraformaldehyde.

### Microarray analysis

The PrimeView™ Human Gene Expression Array (Affymetrix) was used in this study and performed by CapitalBio Corporation (Beijing, China) according to the manufacturer's instructions. The arrays were scanned on a GeneChip Scanner 3000, and the data were analyzed using GeneChip Operating software (GCOS 1.4). All primary data in microarray analysis are available at the Gene Expression Omnibus (GEO accession: GSE59132).

### Chromatin immunoprecipitation (ChIP)

Cells were transfected with si-WDR5-2 or control siRNA for 72 h. Chromatin immunoprecipitation was conducted with the EZ-Magna ChIP A/G kit (Millipore) according to the manufacturer's instructions. Briefly, 1 × 10^6^ cells were used for each reaction. Cells were fixed in 1% formaldehyde at room temperature for 10 min, the nucleus was isolated with nuclear lysis buffer (Millipore) supplemented with protease inhibitor cocktail (Millipore). Chromatin DNA was sonicated and sheared to a length between 200 bp and 1000 bp. The sheared chromatin was immunoprecipitated at 4°C overnight with anti-WDR5 (Abcam, ab56919) and anti-H3K4me3 (Abcam, ab8580) antibodies. Normal rabbit IgG was used as a negative control and the anti-RNA pol-II (Millipore) antibody was used as a positive control. The WDR5, H3K4me3 and RNA pol-II protein level in the ChIP assays were detected by Western blotting (Fig S6). The negative control primers were used to detect the DNA fragment out of genes as a distal region control. Primers for ChIP-qPCR are listed in Supplementary Table 3.

### Statistical analyses

Data were presented as the mean ± SD from three independent experiments. Two-tailed Student's t-tests and one-way analysis of variance (ANOVA) were used to evaluate the data. The differences between groups of WDR5 expression in bladder cancer tissues were analyzed using the Chi-squared test (χ^2^ test). The log-rank test was used to explore the associations between WDR5 expression and the overall survival of bladder cancer patients. The correlation between WDR5 protein level and Ki67 protein level was analysed by Pearson correlation analysis. All of the statistical analyses were performed with SPSS 19.0. The difference was considered to be statistically significant at *p < 0.05 and **p < 0.01.

### Ethics statement

All of the animal care and experimental procedures were approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University. The methods were carried out in accordance to the approved guidelines.

## Author Contributions

J.H. and T.L. conceived and designed the experiments. X.C., W.X. and P.G. participated in the experiment, performed data analysis and wrote the manuscript. W.D., G.Z. and W.H. collected clinical samples and information. Q.C., B.W. and Y.X. performed IHC and clinical and pathological analyses.

## Supplementary Material

Supplementary Information Supplement

## Figures and Tables

**Figure 1:**
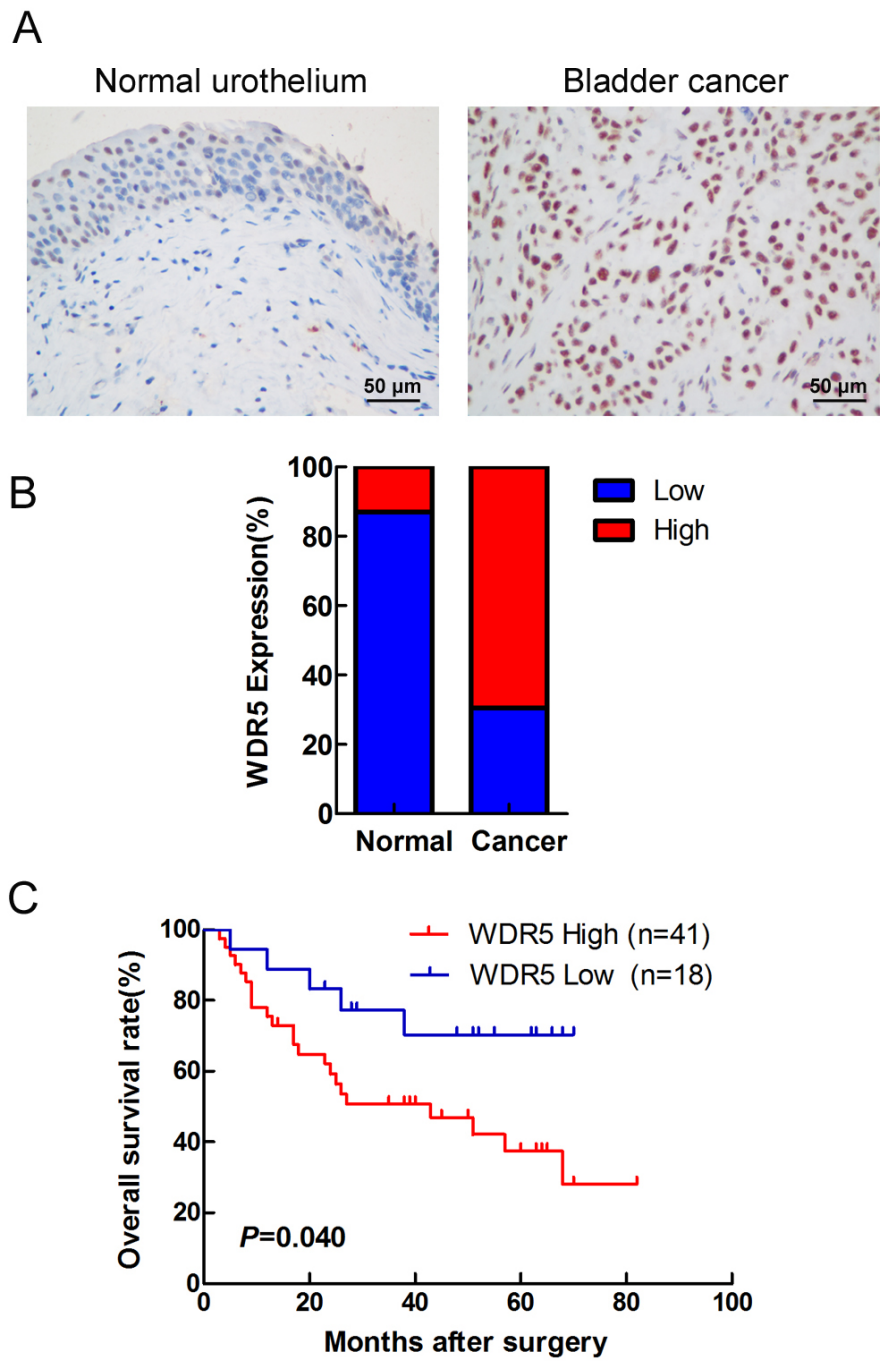
WDR5 was upregulated in bladder cancer tissues. (A) The expression of WDR5 was detected in bladder normal urothelium and cancer tissue by IHC, and representative samples are shown at 400× magnification. (B) The expression of WDR5 was quantified by H-score in normal urothelium and bladder cancer. The samples were classed as low (H-score <200) or high (H-score ≥200) WDR5 expression. (C) The overall survival rates of the 59 bladder cancer patients were compared in the WDR5-low and WDR5-high groups. Statistical significance was determined using the log-rank test.

**Figure 2:**
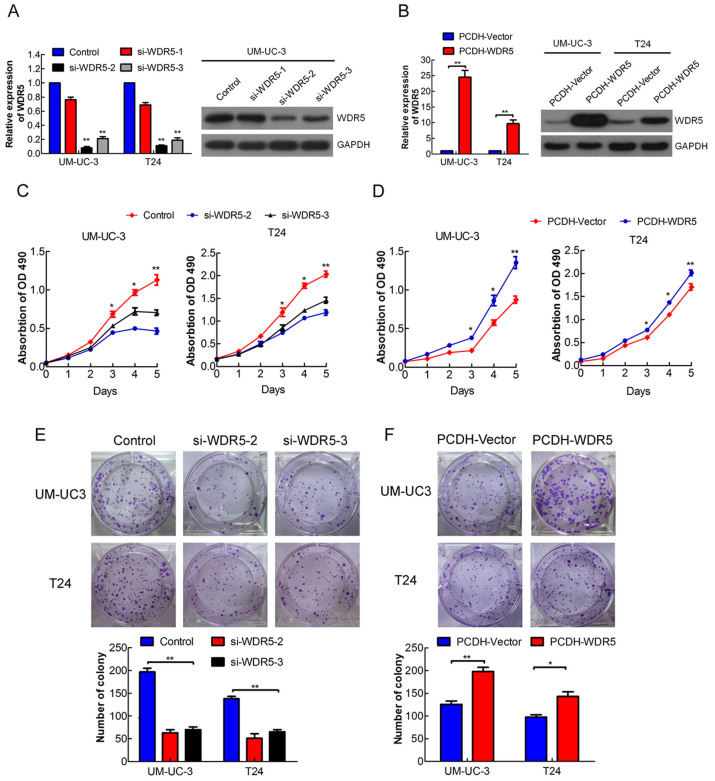
WDR5 promotes bladder cancer cell proliferation *in vitro*. (A) Efficiency of WDR5 knockdown in UM-UC-3 cells by siRNA was verified by qRT-PCR and Western blotting. (B) Efficiency of WDR5 stable overexpression in UM-UC-3 and T24 cells by lentivirus was verified by qRT-PCR and Western blotting. The samples were derived from the same experiment and that blots were processed in parallel. The full-length blots are presented in Supplementary Figure 4. (C and D) Influence of WDR5 knockdown or overexpression on viability of UM-UC-3 and T24 cells was measured by MTT assay. (E and F) Effect of WDR5 knockdown or overexpression on colony formation was measured in UM-UC-3 and T24 cells. Representative images of the colonies, stained with crystal violet, were shown above, whereas the colony counts were shown below the graph. Three independent experiments yielded similar results. The results are presented as the means ± SD of values obtained in three independent experiments. Statistical significance was calculated using the Student's t-tests when only two groups were compared or ANOVA when more than two groups were compared. *p < 0.05, **p < 0.01.

**Figure 3:**
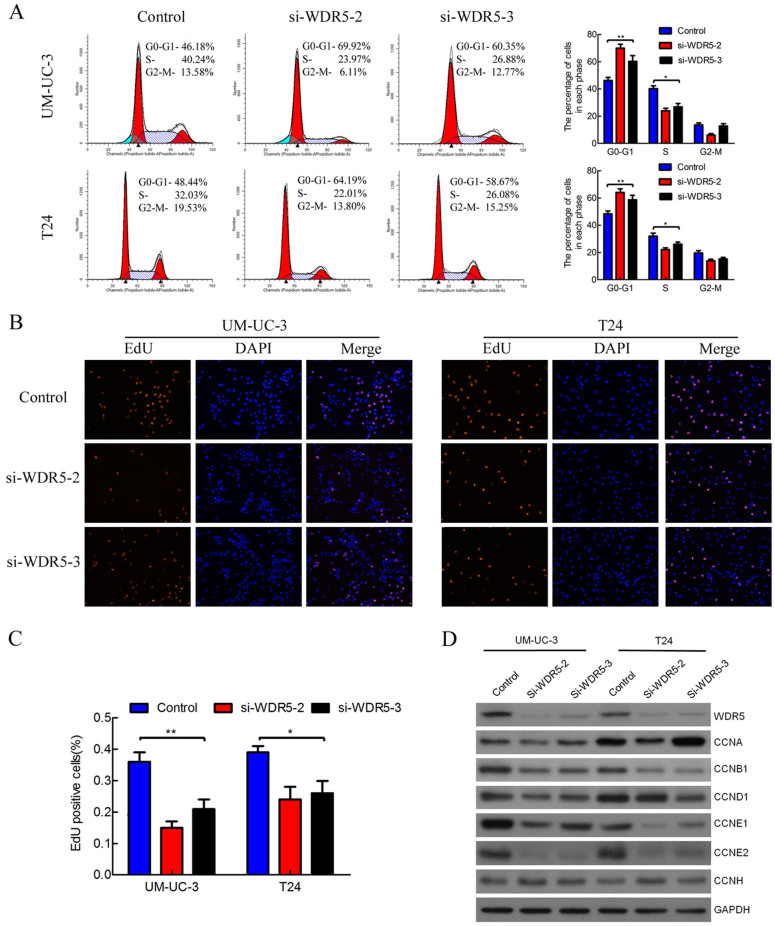
WDR5 knockdown induced G0/G1 phase cell cycle arrest in bladder cancer cells. (A) UM-UC-3 and T24 cells were transfected with WDR5 or control siRNA for 48 h and analyzed by flow cytometry. Percentages (%) of cell populations at different stages of cell cycles are listed within the panels. All histograms show the percentage (%) of cell populations from three independent experiments. (B) The cell population at S phase was measured by EdU assay. Blue color represents the nucleus and red color indicates S phase cells (EdU-positive). (C) Histological analysis of the percentage of EdU-positive cells in control and WDR5 knockdown. (D) Effect of WDR5 knockdown on regulation of cyclins was detected by Western blotting. WDR5 silencing reduced the expression of cyclin B1, cyclin E1 and cyclin E2. The samples were derived from the same experiment and that blots were processed in parallel. The full-length blots are presented in Supplementary Figure 4.The results are presented as the means ± SD of values obtained in three independent experiments. Statistical significance was calculated using the ANOVA. *p < 0.05, **p < 0.01.

**Figure 4:**
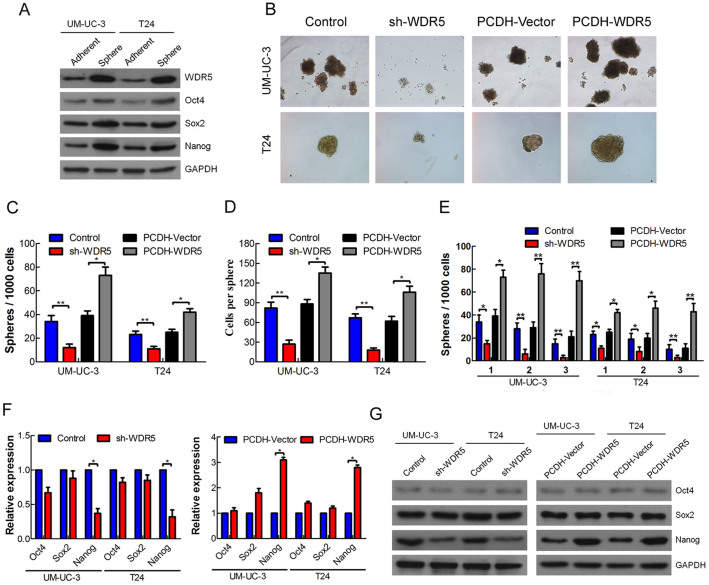
WDR5 plays an important role in bladder cancer cell self-renewal. (A) The expression of WDR5, Oct4, Sox2 and Nanog was detected in UM-UC-3 and T24 sphere and adherent cells by Western blotting. (B) The self-renewal capacity of UM-UC-3 and T24 cells after stable transfection was measured by spheres formation. (C and D) The number of spheres reflected the quantity of cells capable of *in vitro* self-renewal, whereas the number of cells/sphere measured the self-renewal capacity of each sphere-generating cell. (E) The self-renewal capacity was further investigated by serial passage assay. (F and G) The expression of pluripotency transcription factors Oct4, Sox2 and Nanog in WDR5 knockdown or WDR5 overexpression cells was detected by qRT-PCR and Western blotting. The samples were derived from the same experiment and that blots were processed in parallel. The full-length blots are presented in Supplementary Figure 4.The results are presented as the means ± SD of values obtained in three independent experiments. Statistical significance was calculated using the Student's t-tests. *p < 0.05, **p < 0.01.

**Figure 5:**
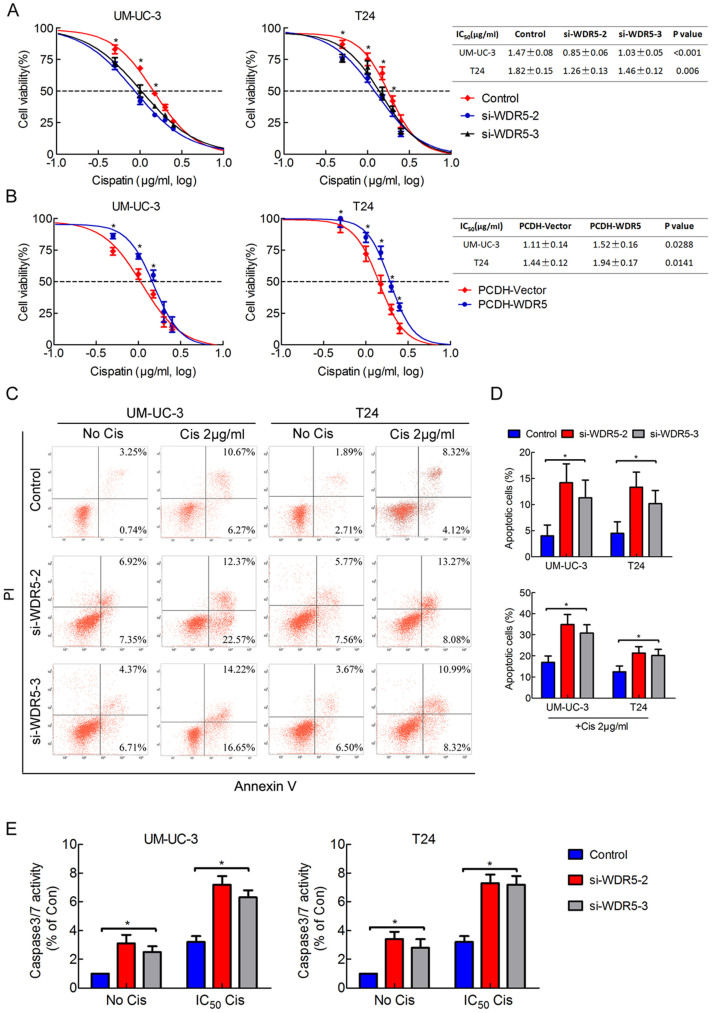
WDR5 enhances bladder cancer cell chemoresistance to cisplatin. (A) The cell viability of cells transfected with WDR5 or control siRNA and treated with cisplatin for 48 h was analyzed by MTT assay. (B) The cell viability of cells that stably overexpressed WDR5 or control vector and treated with cisplatin for 48 h was analyzed by MTT assay. For calculation of IC_50_, four parameter logistic curve (best-fit solution, nonlinear regressiondynamic fitting) and normality tests are used (Graph Pad Prism 5). (C) The cells 24 h after transfection with control or WDR5 siRNA were treated with 0 or 2 μg/ml cisplatin for 24 h. The percentage of apoptotic cells was analyzed by flow cytometer. (D) The histogram showed the percentage (%) of late and early apoptotic cells from three independent experiments. (E) Caspase 3/7 activity assay was performed on the UM-UC-3 and T24 cells transfected with control or WDR5 siRNA and treated with or without IC_50_ concentration of parental cells cisplatin for 24 h. The UM-UC-3 cells were treated with 1.47 μg/ml, while the T24 cells were treated with 1.82 μg/ml. Relative caspase 3/7 activity is indicated as percentage of untreated parental cells. The results are presented as the means ± SD of values obtained in three independent experiments. Statistical significance was calculated using the Student's t-tests when only two groups were compared or ANOVA tests when more than two groups were compared. *p < 0.05, **p < 0.01.

**Figure 6:**
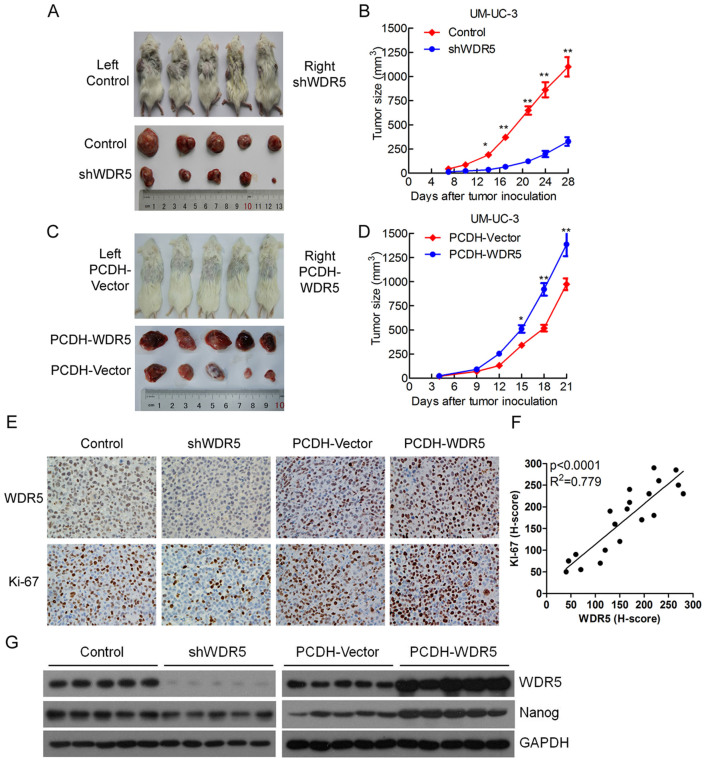
WDR5 promotes bladder tumor growth *in vivo*. (A and C) The images of animals and tumors are shown in this study. (B and D) The volume of tumor growth was measured every 3 days. The results are presented as the means ± SD of values (n = 5). Statistical significance was calculated using the Student's t-tests. *p < 0.05, **p < 0.01. (E) The expression of WDR5 and Ki67 in the tumor was examined by IHC. (F) The correlation between WDR5 protein level and Ki67 protein level was measured in the animal tumor tissues. The H-score values were subjected to Pearson correlation analysis (n = 20). (G) The expression of WDR5 and Nanog was detected in the xenograft tumors by Western blotting.

**Figure 7:**
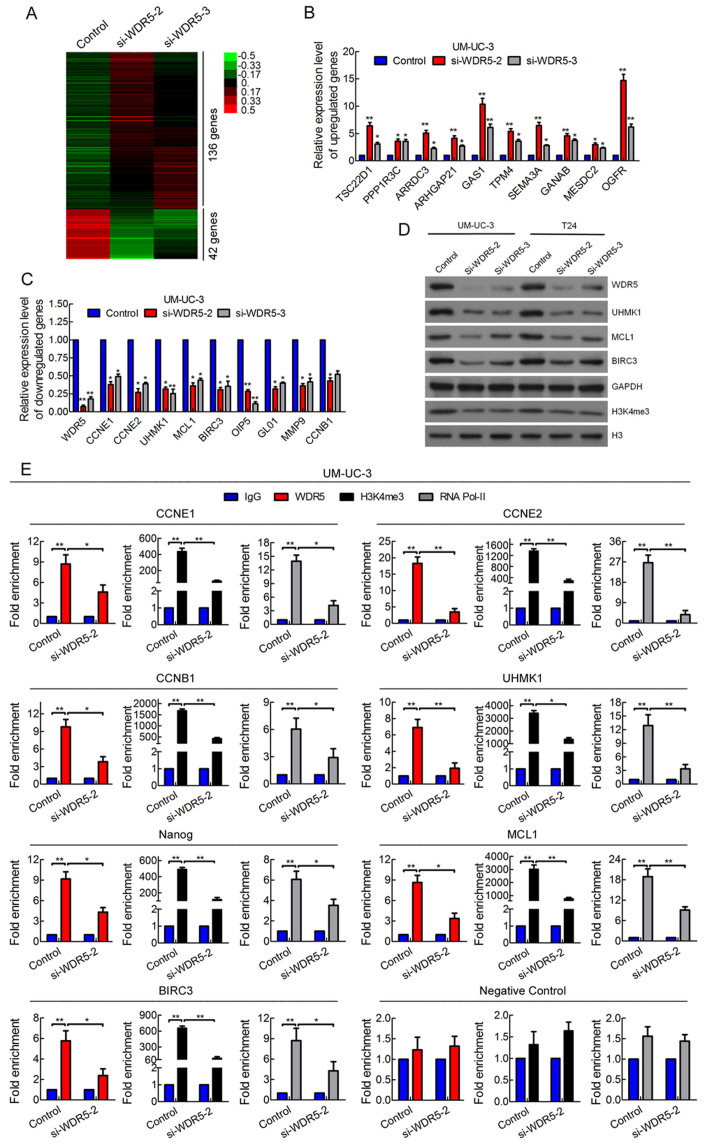
The target genes of WDR5 were identified in bladder cancer. (A) A heat map representing unsupervised hierarchical clustering of mRNA expression level in the UM-UC-3 cells transfected with control or WDR5 siRNA. Each column represents the indicated sample, and each row indicates one mRNA. Red and green colors indicate high and low expression, respectively. (B and C) The differentially expressed genes in the microarray were verified in UM-UC-3 cell by qRT-PCR. (D) The expression of candidate WDR5 target genes was detected by Western blotting. GAPDH and H3 were used as internal controls. The samples were derived from the same experiment and that blots were processed in parallel. The full-length blots are presented in Supplementary Figure 4. (E) ChIP analysis of IgG, WDR5, H3K4me3 and RNA polymerase-II status of candidate WDR5 target genes after knockdown assay. The results are presented as the means ± SD of values obtained in three independent experiments. Statistical significance was calculated using the Student's t-tests when only two groups were compared or ANOVA when more than two groups were compared. *p < 0.05, **p < 0.01.

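Over the probe sets of Table S1 marked as up, the log2 intensity centred on the mean of the arrays had a median of -0.69 with control siRNA, 0.45 with si-WDR5-2 and 0.24 with si-WDR5-3. Over those marked as down the medians were 0.68, -0.45 and -0.24. The si-WDR5-2 array lay further from the control than the si-WDR5-3 array at 115 of 189 probe sets marked as up and at 38 of 60 marked as down. These probe sets were chosen because both siRNAs differ from the control there, so the control array stands apart by construction. Over all probe sets past the filter, the SD of the log2 ratio was 0.37 between control and si-WDR5-2, 0.27 between control and si-WDR5-3 and 0.37 between both WDR5 siRNAs. The array of si-WDR5-3 was thus closer to the control array than to that of si-WDR5-2. At least 1.5 times the control were 575 genes with si-WDR5-2 and 269 with si-WDR5-3, with 137 shared, and at most 0.67 times were 396 and 192, with 43 shared. Higher with si-WDR5-2 and lower with si-WDR5-3 were 21 genes, and the reverse held for 2. Independent lists of these sizes would share 13.4, 6.61, 9.60 and 9.26 genes, a value that leaves out the shared control. With the whole spread of the ratios simulated as equal array error around a shared control, 64.3 higher, 68.7 lower, 0.07 and 0.1 genes were shared. This leaves out any effect of the siRNAs. The simulated lists held 332 and 329 higher and 348 and 351 lower genes. These sizes differ from the observed ones, so the simulated shared counts cannot be set directly against 137 and 43. Across genes, which are not independent replicates, Pearson's r between the log2 ratios of the siRNAs was 0.40 and Spearman's rho 0.44, with a covariance of 0.0358. The same simulation gave r = 0.50, a value set by the equal error of all arrays, and a covariance of 0.0474. The variance of the real log2 ratios was 0.124 with si-WDR5-2 and 0.0655 with si-WDR5-3. Unequal array error and effects of the siRNAs cannot be told apart with 1 array per condition. The value of 0.50 thus cannot be taken as a no-change value for these arrays. The single control array could not be split, so part of the shared genes may come from it.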

**Table 1:** Association between WDR5 expression and clinicopathological features of bladder caner

		WDR5 expression in urinary bladder cancer tissues		
Variables	Patient No.(n)	Low	High	P value
**Gender**				0.418
Male	117	39	78	
Female	17	4	13	
**Age(Year)**				
≤65	69	19	50	0.245
>65	65	24	41	
**Tumor size(cm)**				0.689
≤3	50	15	35	
>3	84	28	56	
**Tumor stage**				0.005*
CIS,Ta,T1	38	19	19	
T2–4	96	24	72	
**Tumor grade**				
Grade 1,2	50	10	30	0.130
Grade 3	84	23	61	
**Lymphnodes status**				0.172
Negative	117	40	77	
Positive	17	3	14	

*P < 0.05 is considered significant.

# Supplementary material for: Upregulated WDR5 promotes proliferation, self-renewal and chemoresistance in bladder cancer via mediating H3K4 trimethylation
**Source:** Sci Rep. 2015 Feb 6;5:8293. doi: 10.1038/srep08293

**Upregulated WDR5 promotes proliferation, self-renewal and chemoresistance in bladder cancer via mediating H3K4 trimethylation**

Xu Chen1, 2,a, Weibin Xie1, 2,a, Peng Gu1, 2,a, Qingqing Cai3, Bo Wang1, 2, Yun Xie1, Wen Dong1, Wang He1, Guangzheng Zhong1, Tianxin Lin1,2,* & Jian Huang1,*

a These three authors contributed equally to this work.

Supplementary information

**Methods**

**Nanog was overexpressed in bladder cancer cells.** The coding sequence of Nanog was amplified by PCR and cloned in the pcDNA3.0 (Invitrogen, Life Technologies). Transfections were performed with 1.5 μg pcDNA3.0 or pcDNA3.0-Nanog and X- tremeGENE (Roche) in 6-well plates following the manufacturer’s instructions. After 24 hours, the transfected cells were performed MTT, colony and sphere formation assay as previously described.

**Figure legends**

**Supplemental Figure 1. (A)** The human prostate cancer tissues were used as positive controls to test WDR5 antibody for IHC staining. (B) Negative control samples included replacement of the primary antibody with nonimmune IgG in bladder normal urothelium and cancer tissue by IHC. Representative samples are shown at 400× magnification.

**Supplemental Figure 2.** Efficiency of WDR5 stable knockdown in UM-UC-3 and T24 cells by lentivirus was verified by Western blotting.

**Supplemental Figure 3. (A)** Efficiency of Nanog overexpression in UM-UC-3 and T24 cells by transfections was verified by Western blotting. (B) The self-renewal capacity of UM-UC-3 and T24 cells after transfection of Nanog or control vector was measured by spheres formation. (C and D) The number of spheres reflected the quantity of cells capable of *in vitro* self-renewal, whereas the number of cells/sphere measured the self-renewal capacity of each sphere-generating cell. The results are presented as the means ± SD of values obtained in three independent experiments. Statistical significance was calculated using the Student’s t-tests. *p < 0.05, **p < 0.01.

**Supplemental Figure 4.** The upregulated genes (A) or downregulated genes (B) in the microarray were verified in T24 cell by qRT-PCR. The results are presented as the means ± SD of values obtained in three independent experiments. Statistical significance was calculated using the ANOVA. *p < 0.05, **p < 0.01.

**Supplemental Figure 5.** ChIP analysis of IgG, WDR5, H3K4me3 and RNA polymerase-II status of candidate WDR5 target genes after knockdown assay. The results are presented as the means ± SD of values obtained in three independent experiments. Statistical significance was calculated using the Student’s t-tests. *p < 0.05, **p < 0.01.

**Supplemental Figure 6.** The WDR5, H3K4me3 and RNA pol-II protein level in the ChIP assays were detected by Western blotting.

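Each of the 249 rows of Table S1 gives a gene name, the ratio of its mRNA to control siRNA with si-WDR5-2 and with si-WDR5-3, and a direction. The paper marks 189 rows as up and 60 as down. All 249 pairs of ratios match 1 probe set of the deposited intensities within 6e-05, so a row is a probe set and a gene such as TPM4 or GLO1 takes several rows. The table holds 134 different entries marked as up and 42 marked as down, or 136 and 43 symbols when entries that join several genes are split. Among the rows marked as up, 48 are at least 2 times the control with both siRNAs, and among those marked as down 14 are at most 0.5 times with both. Without the filter on dim probe sets, 248 probe sets of the array met the rule read from the table, and all of them are in it. The remaining row is a probe set of NOLC1, a nucleolar protein gene, at 1.99995 times with si-WDR5-2, which the table gives rounded up to the limit of 2.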

**Supplement Table 1.** Differentially expressed mRNAs in microarray.

**Supplemental Table 2.** Characteristics of patients and tumors in tissue specimens

**Supplemental Table 3.** List of the primer sequences for polymerasechain reaction studies.

**Supplemental Figure 4.** The full-length blots of manuscript are presented.

**Supplemental Figure 1.**

**
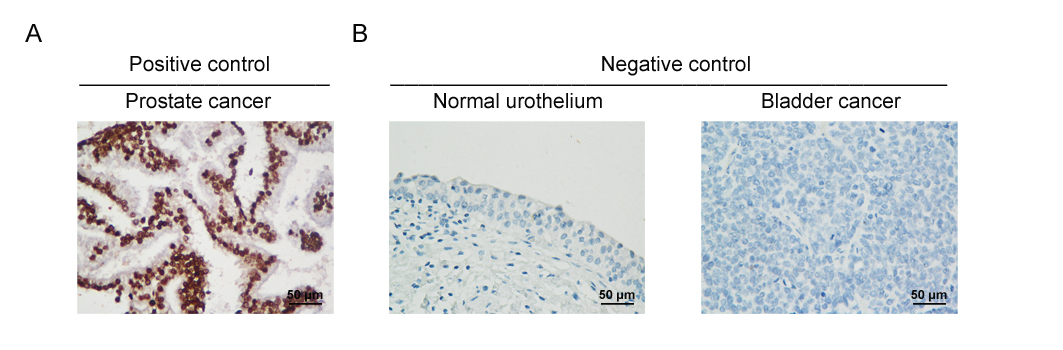
**

**Supplemental Figure 2.**

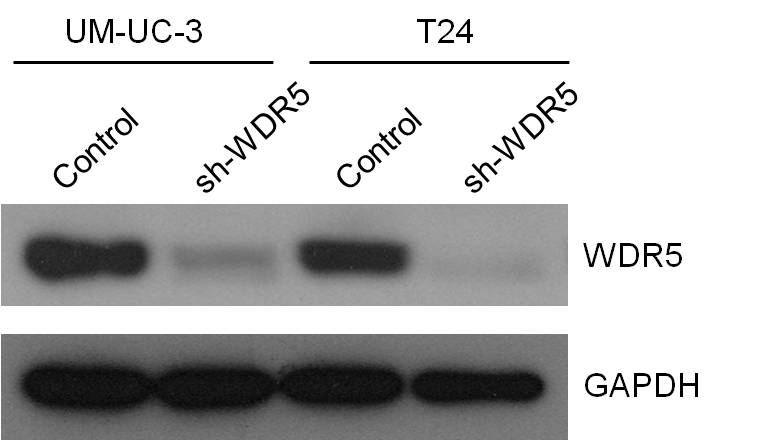

**Supplemental Figure 3.**

**
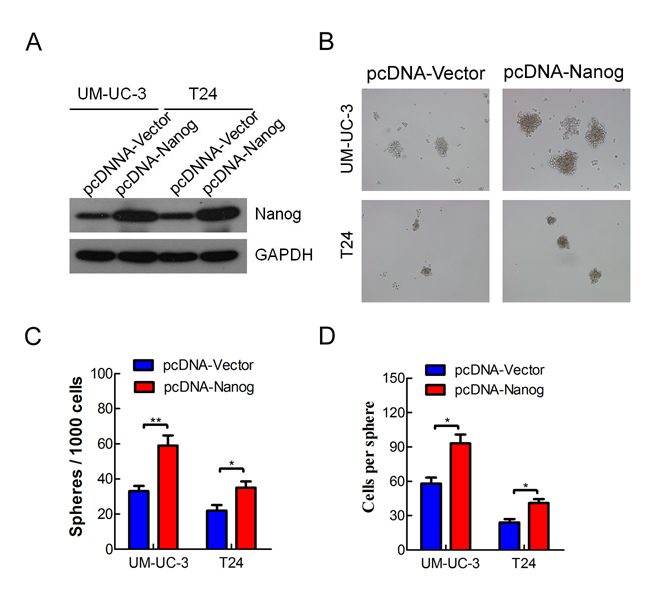
**

**Supplemental Figure 4.**

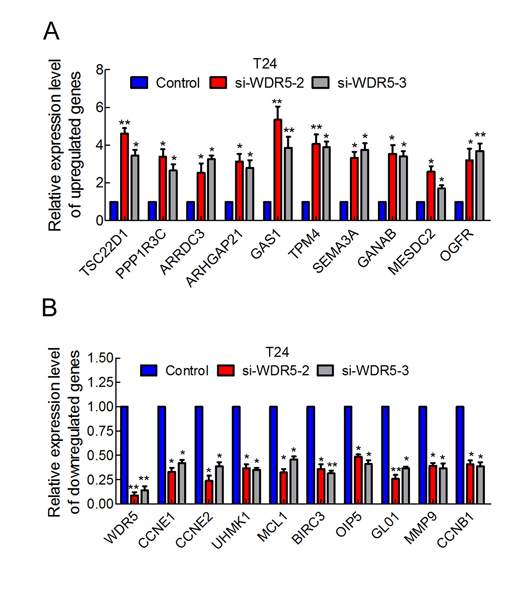

**Supplemental Figure 5.**

**
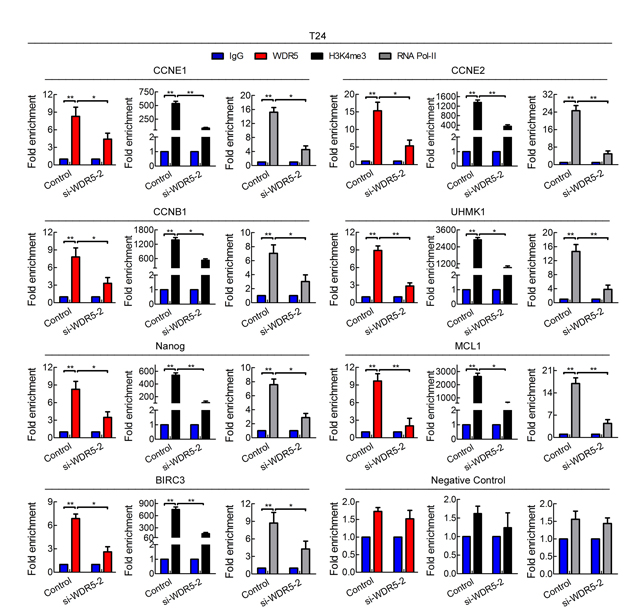
**

**Supplemental Figure 6.**

**
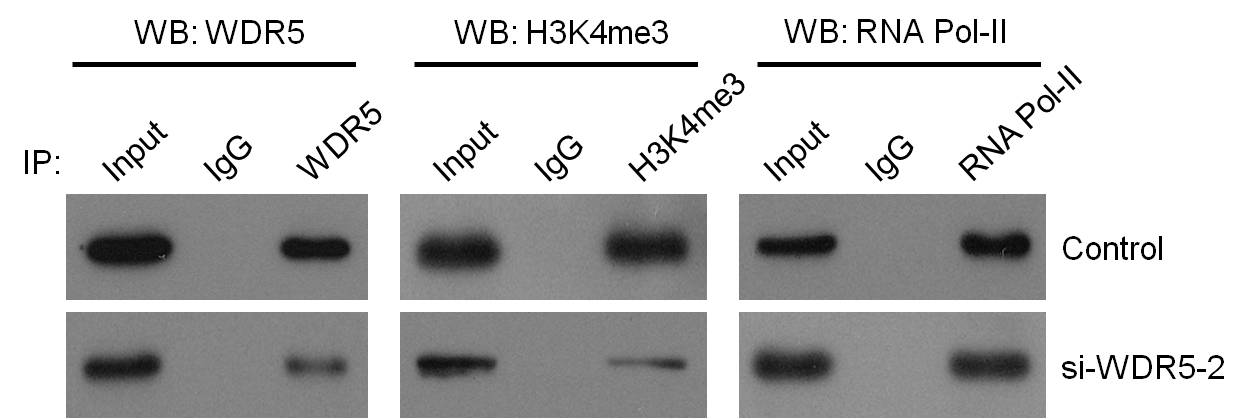
**

**Supplement Table 1. Differentially expressed mRNAs in microarray.**

| Gene name | si-WDR5-2 vs control Ratio | si-WDR5-3 vs control Ratio | up/down |
| --- | --- | --- | --- |
| | CBS | | --- | | CBS | | CBS | | OGFR | | HIST1H2BD | | C7orf55 /// LUC7L2 | | CITED2 | | TPM4 | | TPM4 | | ZNF664 | | TPM4 | | SPANXC | | DDIT4 | | HIST1H2BD | | ZNF664 | | HIST1H2BD | | SEMA3A | | SPANXA1 | | SEMA3A | | TSC22D1 | | TUFT1 | | ZNF664 | | TRAK1 | | HIST1H2BK | | COL4A6 | | ANXA4 | | ARRDC3 | | CCDC85B | | ANXA4 | | ANXA4 | | EFNB2 | | POLD4 | | ARRDC3 | | POLD4 | | CD24 | | POLD4 | | C15orf63 /// SERF2 | | TMEM93 | | RAD23A | | KIF1C | | TCF21 | | PRR16 | | RAD23A | | CASP7 | | MESDC2 | | MARCKS | | FN1 | | CFH /// CFHR1 | | MKNK2 | | ODZ3 | | COL4A5 | | C6orf120 | | TXNIP | | RAD23A | | CLIP1 | | ZNF227 | | CCDC53 | | SOX12 | | TBC1D9 | | MALAT1 | | WBP4 | | CFH | | RAD23A | | RGS19 | | NEXN | | ANXA4 | | IGFBP3 | | RPL26L1 | | LONP1 | | PCDH10 | | NOLC1 | | ANKRD11 | | ARHGAP21 | | GANAB | | DCI | | ANXA4 | | LONP1 | | DENND5A | | TCF3 | | SPANXB1 | | SOX12 | | RRBP1 | | ISCA1 | | COL4A1 | | HAS2 | | MED11 | | LPCAT1 | | ERO1L | | CFH /// CFHR1 | | LONP1 | | ANKRD11 | | CUL4B | | JARID2 | | NEXN | | STYXL1 | | POSTN | | STYXL1 | | NPAS3 | | TRPS1 | | TXNIP | | SPANXB1 | | TOMM22 | | PNRC1 | | DUSP16 | | NDUFS2 | | KITLG | | SPANXB1 | | NDUFS2 | | STYXL1 | | GANAB | | ISCA1 | | KHNYN | | GAS1 | | POLR3GL | | TUBA1A | | PTPRK | | MARCKS | | AGA | | PPP1R3C | | PPP1R14B | | FAM127A | | FAM119A | | PTPRK | | NEXN | | SLC17A5 | | GOLGA2 | | C6orf47 | | TUBA1A | | TPM4 | | ARL4C | | SNORA12 | | POLR2D | | MAP4K4 | | NEXN | | ANXA4 | | TSPAN31 | | PPP1R9B | | ZKSCAN1 | | ANXA4 | | NOLC1 | | AHNAK2 | | KDM2B | | FAM3C | | CPA4 | | FAM3C | | R3HCC1 | | EXTL3 | | ZBED4 | | EPN1 | | PHACTR2 | | AHNAK2 | | TOMM22 | | RAC1 | | NOL12 /// TRIOBP | | XRCC4 | | ARL4C | | C9orf86 | | GANAB | | VOPP1 | | RAC1 | | TRIOBP | | AHNAK2 | | G3BP2 | | EXOC5 | | NDRG1 | | ZCCHC2 | | BICD2 | | CCDC92 | | AES | | C2CD2 | | COL5A1 | | COL5A1 | | BICD2 | | REEP5 | | AKT1 | | MEX3D | | TSHZ1 | | ICMT | | ZDHHC16 | | PHACTR2 | | BRD3 | | CTSB | | PHACTR2 | | MSRB3 | | BICD2 | | CDK14 | | ZDHHC16 | | SCARNA14 | | PDE8A | | NFKBIA | | NFKBIA | | TMEM22 | | TMEM22 | | ATP6V1C1 | | SERBP1 | | CDKN1A | | SH2B3 | | CDKN1A | | LMAN1 | | RRM2 | | CCT7 | | CD82 | | UHMK1 | | CD82 | | FAM91A1 /// FAM91A2 | | PLEK2 | | LMAN1 | | ZNF697 | | MCL1 | | RPS15A | | GLO1 | | RPL37 | | DLEU2 | | MCL1 | | RPIA | | NEK7 | | CCNE1 | | PLAU | | DLEU2 /// DLEU2L | | CMPK1 | | RPIA | | SERBP1 | | BAG4 | | RPS14 | | H2AFV | | RPL7L1 | | CMPK1 | | METAP2 | | CCNE2 | | RPL7L1 | | RPL7L1 | | RPL7L1 | | TMCC3 | | MNS1 | | RPL7L1 | | RPS14 | | GLO1 | | EHD1 | | CA2 | | TMCC3 | | MMP9 | | RPL35A | | OIP5 | | GLO1 | | LOC401127 /// WDR5 | | NETO2 | | WDR5 | | WDR5 | | NCEH1 | | | 7.425 | | --- | | 7.0559 | | 4.2068 | | 3.9207 | | 3.7011 | | 3.5743 | | 3.529 | | 3.4995 | | 3.4846 | | 3.4052 | | 3.3927 | | 3.358 | | 3.3361 | | 3.332 | | 3.3096 | | 3.3038 | | 3.2096 | | 3.1945 | | 3.1785 | | 3.138 | | 3.134 | | 3.1152 | | 2.9128 | | 2.8699 | | 2.8365 | | 2.8259 | | 2.8073 | | 2.7822 | | 2.759 | | 2.7138 | | 2.69 | | 2.67 | | 2.6695 | | 2.6695 | | 2.6589 | | 2.6461 | | 2.6374 | | 2.6314 | | 2.6268 | | 2.6182 | | 2.6154 | | 2.5899 | | 2.5719 | | 2.5581 | | 2.5267 | | 2.526 | | 2.5128 | | 2.5048 | | 2.4995 | | 2.4795 | | 2.4608 | | 2.4492 | | 2.4377 | | 2.4357 | | 2.4342 | | 2.4316 | | 2.4151 | | 2.3846 | | 2.3803 | | 2.3741 | | 2.3695 | | 2.3687 | | 2.3593 | | 2.3554 | | 2.349 | | 2.3417 | | 2.3339 | | 2.3264 | | 2.3256 | | 2.3192 | | 2.3191 | | 2.3151 | | 2.3118 | | 2.3011 | | 2.2995 | | 2.2908 | | 2.2887 | | 2.288 | | 2.2839 | | 2.2801 | | 2.2785 | | 2.2745 | | 2.269 | | 2.2657 | | 2.263 | | 2.254 | | 2.2534 | | 2.2524 | | 2.2448 | | 2.2417 | | 2.241 | | 2.2351 | | 2.2269 | | 2.2239 | | 2.2227 | | 2.2176 | | 2.2131 | | 2.21 | | 2.2085 | | 2.2043 | | 2.1923 | | 2.1855 | | 2.183 | | 2.177 | | 2.176 | | 2.1735 | | 2.165 | | 2.1648 | | 2.1615 | | 2.1577 | | 2.1539 | | 2.1502 | | 2.1475 | | 2.1407 | | 2.1236 | | 2.1188 | | 2.1176 | | 2.1158 | | 2.1135 | | 2.1096 | | 2.1015 | | 2.0989 | | 2.0973 | | 2.0919 | | 2.0908 | | 2.0884 | | 2.0656 | | 2.0635 | | 2.0539 | | 2.0502 | | 2.0427 | | 2.0418 | | 2.0403 | | 2.0393 | | 2.0306 | | 2.0107 | | 2.0105 | | 2.0064 | | 2.0005 | | 2 | | 1.9984 | | 1.994 | | 1.9758 | | 1.9662 | | 1.9581 | | 1.9495 | | 1.9434 | | 1.9429 | | 1.9371 | | 1.9361 | | 1.9358 | | 1.9278 | | 1.9252 | | 1.9226 | | 1.9173 | | 1.9157 | | 1.9134 | | 1.8925 | | 1.8707 | | 1.8685 | | 1.8657 | | 1.8359 | | 1.8249 | | 1.8172 | | 1.8152 | | 1.8022 | | 1.7906 | | 1.7847 | | 1.7622 | | 1.7619 | | 1.7476 | | 1.7364 | | 1.7247 | | 1.7196 | | 1.7146 | | 1.7078 | | 1.7002 | | 1.6742 | | 1.6592 | | 1.6587 | | 1.6416 | | 1.6326 | | 1.6036 | | 1.6034 | | 1.5863 | | 1.5735 | | 1.5592 | | 1.5321 | | 1.5014 | | 0.6663 | | 0.6647 | | 0.6404 | | 0.637 | | 0.6346 | | 0.6327 | | 0.5883 | | 0.5866 | | 0.5798 | | 0.5333 | | 0.5111 | | 0.5056 | | 0.4997 | | 0.4982 | | 0.4949 | | 0.4939 | | 0.4932 | | 0.4915 | | 0.483 | | 0.4822 | | 0.4771 | | 0.4707 | | 0.4671 | | 0.4643 | | 0.4641 | | 0.4619 | | 0.4618 | | 0.4582 | | 0.4576 | | 0.4492 | | 0.4478 | | 0.4388 | | 0.4337 | | 0.4333 | | 0.4267 | | 0.4227 | | 0.4198 | | 0.4155 | | 0.4096 | | 0.4089 | | 0.4036 | | 0.3989 | | 0.3968 | | 0.3952 | | 0.391 | | 0.3882 | | 0.3783 | | 0.3715 | | 0.3624 | | 0.3454 | | 0.3418 | | 0.3403 | | 0.3372 | | 0.3286 | | 0.3279 | | 0.277 | | 0.2523 | | 0.2307 | | 0.201 | | 0.1824 | | | 2.4458 | | --- | | 2.5221 | | 1.7269 | | 2.3873 | | 2.9632 | | 2.9538 | | 1.6717 | | 3.8763 | | 3.6688 | | 5.0983 | | 3.9904 | | 1.6616 | | 1.6852 | | 2.4794 | | 5.0771 | | 2.3026 | | 2.0934 | | 1.6548 | | 1.9949 | | 3.2555 | | 1.5378 | | 4.8515 | | 2.099 | | 1.5734 | | 1.9519 | | 1.912 | | 2.0145 | | 1.5232 | | 1.8614 | | 1.8124 | | 1.5279 | | 1.5704 | | 2.2556 | | 1.6535 | | 2.0889 | | 1.5883 | | 1.8966 | | 2.3954 | | 2.981 | | 3.377 | | 1.519 | | 1.5332 | | 2.6731 | | 1.6697 | | 2.3585 | | 1.8605 | | 1.931 | | 1.7418 | | 2.7414 | | 2.3588 | | 2.0812 | | 1.5192 | | 1.6965 | | 2.6266 | | 2.1109 | | 2.0504 | | 1.6329 | | 1.9177 | | 2.2183 | | 1.7033 | | 1.7364 | | 1.5955 | | 2.7131 | | 2.7914 | | 1.8073 | | 1.6913 | | 1.6783 | | 1.5532 | | 1.7659 | | 1.993 | | 1.817 | | 1.7562 | | 2.2928 | | 2.7871 | | 1.7775 | | 1.8487 | | 1.7432 | | 1.7432 | | 2.8537 | | 1.7739 | | 1.8849 | | 2.0147 | | 1.8515 | | 1.7209 | | 1.5838 | | 1.9269 | | 2.3308 | | 1.5412 | | 1.6325 | | 1.6935 | | 1.7135 | | 1.5874 | | 1.541 | | 1.6685 | | 1.6594 | | 1.8398 | | 1.7325 | | 1.7982 | | 1.7306 | | 1.5625 | | 1.7468 | | 2.5518 | | 1.8043 | | 1.5194 | | 2.0231 | | 1.5019 | | 1.7144 | | 2.0913 | | 1.5794 | | 2.4733 | | 1.9209 | | 1.8648 | | 2.3323 | | 1.8051 | | 2.2286 | | 1.8183 | | 1.8478 | | 1.5464 | | 3.2406 | | 2.2094 | | 1.5433 | | 1.8671 | | 1.8575 | | 1.7193 | | 1.6011 | | 1.627 | | 1.7836 | | 2.1327 | | 1.7888 | | 2.1551 | | 1.852 | | 1.6756 | | 1.6737 | | 1.6218 | | 1.7035 | | 1.5993 | | 1.8687 | | 1.7675 | | 1.6512 | | 1.6516 | | 2.2153 | | 2.4115 | | 2.488 | | 2.085 | | 2.3217 | | 2.2532 | | 2.389 | | 2.0512 | | 2.1416 | | 2.0258 | | 2.1767 | | 2.2954 | | 2.1884 | | 3.2951 | | 2.0495 | | 2.0704 | | 2.1545 | | 2.1956 | | 2.4276 | | 2.2049 | | 2.7998 | | 2.0551 | | 2.6303 | | 2.0116 | | 2.473 | | 2.1305 | | 3.1977 | | 2.1733 | | 2.0947 | | 2.0409 | | 2.2961 | | 2.0139 | | 2.9057 | | 2.9493 | | 2.0047 | | 2.2381 | | 2.1084 | | 2.6781 | | 2.1867 | | 2.4713 | | 2.0001 | | 2.5291 | | 2.2751 | | 2.4006 | | 2.6594 | | 4.2218 | | 2.0639 | | 2.0264 | | 2.0078 | | 0.4653 | | 0.4495 | | 0.4921 | | 0.4597 | | 0.4652 | | 0.4325 | | 0.424 | | 0.4821 | | 0.4187 | | 0.393 | | 0.3924 | | 0.4878 | | 0.5721 | | 0.4384 | | 0.5731 | | 0.517 | | 0.6387 | | 0.368 | | 0.5288 | | 0.5344 | | 0.5342 | | 0.6227 | | 0.5365 | | 0.6511 | | 0.456 | | 0.3312 | | 0.6699 | | 0.5281 | | 0.5281 | | 0.6112 | | 0.605 | | 0.3858 | | 0.6062 | | 0.662 | | 0.3512 | | 0.6179 | | 0.5832 | | 0.5025 | | 0.4807 | | 0.6191 | | 0.5535 | | 0.6032 | | 0.5894 | | 0.6296 | | 0.6597 | | 0.5863 | | 0.3276 | | 0.6588 | | 0.5186 | | 0.5181 | | 0.6644 | | 0.2463 | | 0.3506 | | 0.2609 | | 0.612 | | 0.2703 | | 0.5654 | | 0.3234 | | 0.3111 | | 0.5252 | | | up | | --- | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | up | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | | down | |

**Supplemental Table 2.** Characteristics of patients and tumors in tissue specimens

|  | | Tumor tissues | | Tumor tissues for survival analysis |
| --- | --- | --- | --- | --- |
| **Patients(N)** | | 134 | | 59 |
| **Gender N(%)** | |  | |  |
| Male | | 117(87.3) | | 51(86.4) |
| Female | | 17(12.7) | | 8(13.6) |
| **Age(Year)** | |  | |  |
| Median(range) | | 66(31-85) | | 71(44-85) |
| Mean±SD | | 65.9±10.6 | | 68.5±10.0 |
| **Tumor size N(%)** | |  | |  |
| ≤3cm | | 50(37.3) | | 23(39.0) |
| >3cm | | 84(62.7) | | 36(61.0) |
|  |  | | | |
| **NMIBC** | | 38(28.4) | | 16(27.1) |
| pTa | | 6(4.5) | | 1(1.7) |
| pTis | | 7(5.2) | | 4(6.8) |
| pT1 | | 25(18.7) | | 1118.6() |
| **MIBC** | | 96(71.6) | | 43(72.0) |
| pT2 | | 41(30.6) | | 18(30.5) |
| pT3 | | 35(26.1) | | 21(35.6) |
| pT4 | | 20(14.9) | | 4(6.8) |
| **Pathologic tumor grade** **N (%)** |  | |  | |
| Low grade /G1+G2 | | 50(37.3) | | 20(33.9) |
| High grade/G3 | | 84(62.7) | | 39(66.1) |
| **Lymphnodes status N(%)** | |  | |  |
| Negative | | 117(87.3) | | 53(89.8) |
| Positive | | 17(12.7) | | 6(10.2) |

**Supplement Table 3.** List of the primer sequences for polymerasechain reaction studies.

| Target | Forward Sequence (5’-3’) | Reverse Sequence (5’-3’) |
| --- | --- | --- |
| **Primer for RT-qPCR**  WDR5 | AATATCCGATGTAGCCTGGTC | TTGGACTGGGGATTGAAGTTG |
| GAPDH  Oct4 | CAAGGCTGAGAACGGGAAG  TATGCAAAGCAGAAACCCTCGTG | TGAAGACGCCAGTGGACTC  CTGGCGCCGGTTACAGAACCA |
| Sox2 | ATGACCAGCTCGCAGACCTAC | TTGACCACCGAACCCATGGAG |
| Nanog | TCCAGCAGATGCAAGAACTCTCCA | CACACCATTGCTATTCTTCGGCCA |
| CCNA1 | CCAAGCAAGGGTTTGACATC | GTGTGCCGGTGTCTACTTCA |
| CCNB1 | TAAGGCGAAGATCAACATGG | TTACCAATGTCCCCAAGAGC |
| CCND1 | CAAATGTGTGCAGAAGGAGGT | GAAGCGGTCCAGGTAGTTCA |
| CCNE1 | CAGCCTTGGGACAATAATGC | TGCACGTTGAGTTTGGGTAA |
| CCNE2 | CGTTTACAAGCTAAGCAGCAG | CCTGGGTAGTTTTCCTCTTC |
| MCL1 | AAGGACAAAACGGGACTGGCT | CCAAACCAGCTCCTACTCCAG |
| BIRC3 | AGCTGCTATCCACATCAGACA | CGGCAGCATTAATCACAGGAG |
| UHMK1 | CCAGCCTATCACCTAAGAGAC | GGAGTGGGAAGCATGACCAGA |
| OIP5 | TCTGTGGTTCTTGTGGGATTC | TGGAAAGGCAGAAGTGACCTC |
| MMP9 | ACGCAGACATCGTCATCCAGT | GGACCACAACTCGTCATCGTC |
| GLO1 | ACCCCAGTACCAAGGATTTTCT | GGATTAGCGTCATTCCAAGAAC |
| TSC22D1 | GGGGAATGTCAGCAGTTTCAG | ACCACACTTGCACCAGAGGAG |
| PPP1R3C | CCCTGTCATTCCAACTGAGCA | CACCCCATCAGGCTTCCATTG |
| ARRDC3 | CAGCCATTTACCAAACACAGG | TTGCCATTCCACGTCTCTGTC |
| ARHGAP21 | CCCAGGAGATGTATCAGATTC | GATGGAGGACACAAGCAGTTC |
| GAS1 | GGCAAAGTCTTCAACGGGCTG | TCCTTGACCGACTCGCAGATG |
| SEMA3A | TCCAGAGGCGAAATGAAGAGC | ACCGCATGGCAGAGGTAATTG |
| GANAB | GCCAAGAGTTCCTGCTGCGTC | ATCACCACCCGCTCAATCCAG |
| OGFR | CAAGGTGAGGAAGCGGAGGAA | ACCCCGTTCTCACTGTGTCCA |
| TPM4 | TGAAAGAGGCTGAGACCCGTG | GTCTGATGTAAGCCCACGTTC |
| MESDC2  **Primer for ChIP-qPCR**  CCNB1  CCNE1  CCNE2  MCL1  BIRC3  UHMK1  Nanog  negative control  GAPDH  **Primer for cloning the coding sequence of WDR5** | AGAGGTTCATTGTGGGATCAG  AATTGGCCTTGGGAAACTGG  ACTGTTACCCAGGCTGGTCTC  CCTGGACGAGATCCTAGAGCA  CTTCCTTCAACCCCTGTGTTAGTC  GCCACAGTGACTTGCTTATTGG  ACACTGGGCCTGGAATGGTAGAT  GCTCGGTTTTCTAGTTCCCCA  GTAATCAGGAAACTGCATAC  A component from EZ-Magna ChIP A/G kit (Millipore), but no sequence of primer is provided.  ATGGCGACGGAGGAGAAGAAGC | CCAGAGTTACATCAGCACACC  CAGGGTCACACATTAGCAACG  CCCCATCTCTCACTTAAAGCC  CACCACACATGCACAGTTTCC  CTCTGTGCTTCCCTGAGACCTGAT  CCATTTCAACAGCAGAGACC  GCGGGGCCTAGAAGAGATTAG  ATCACCTTAGACCCACCCCTC  CTCAAGACTCAATAGTGATC  TTAGCAGTCACTCTTCCACAGTTTA |
| **Primer for cloning the coding sequence of Nanog** | ATGAGTGTGGATCCAGCTTGTCCC | TCACACGTCTTCAGGTTGCATGTT |

**Supplemental Figure 4**

Fig.2 A Fig.2 B

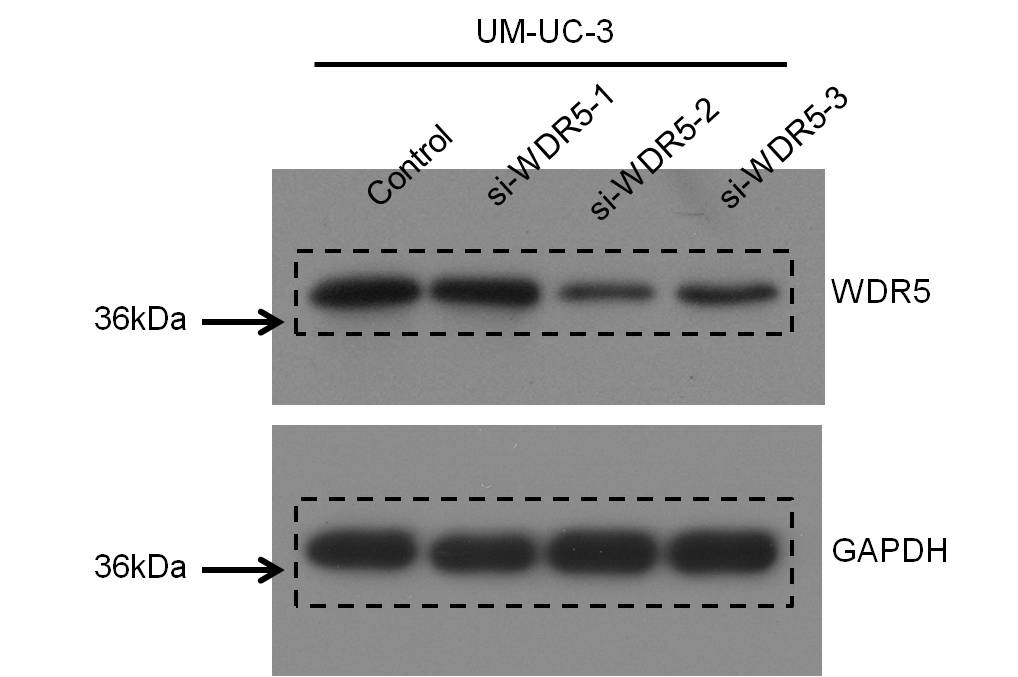

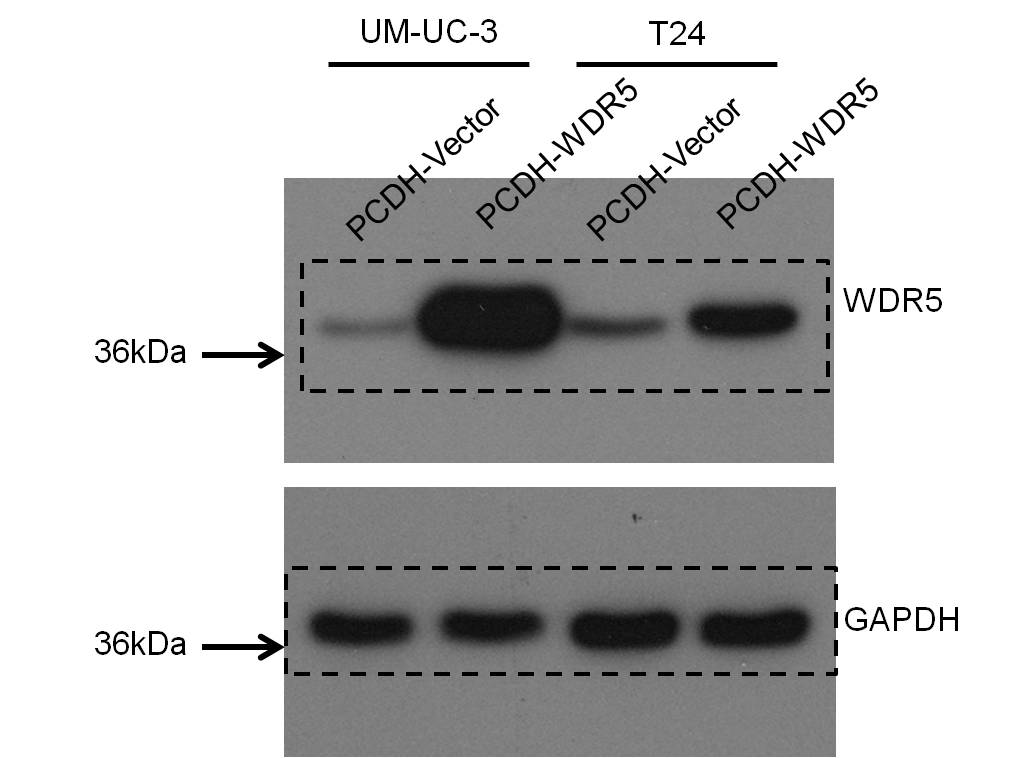

Fig.3D

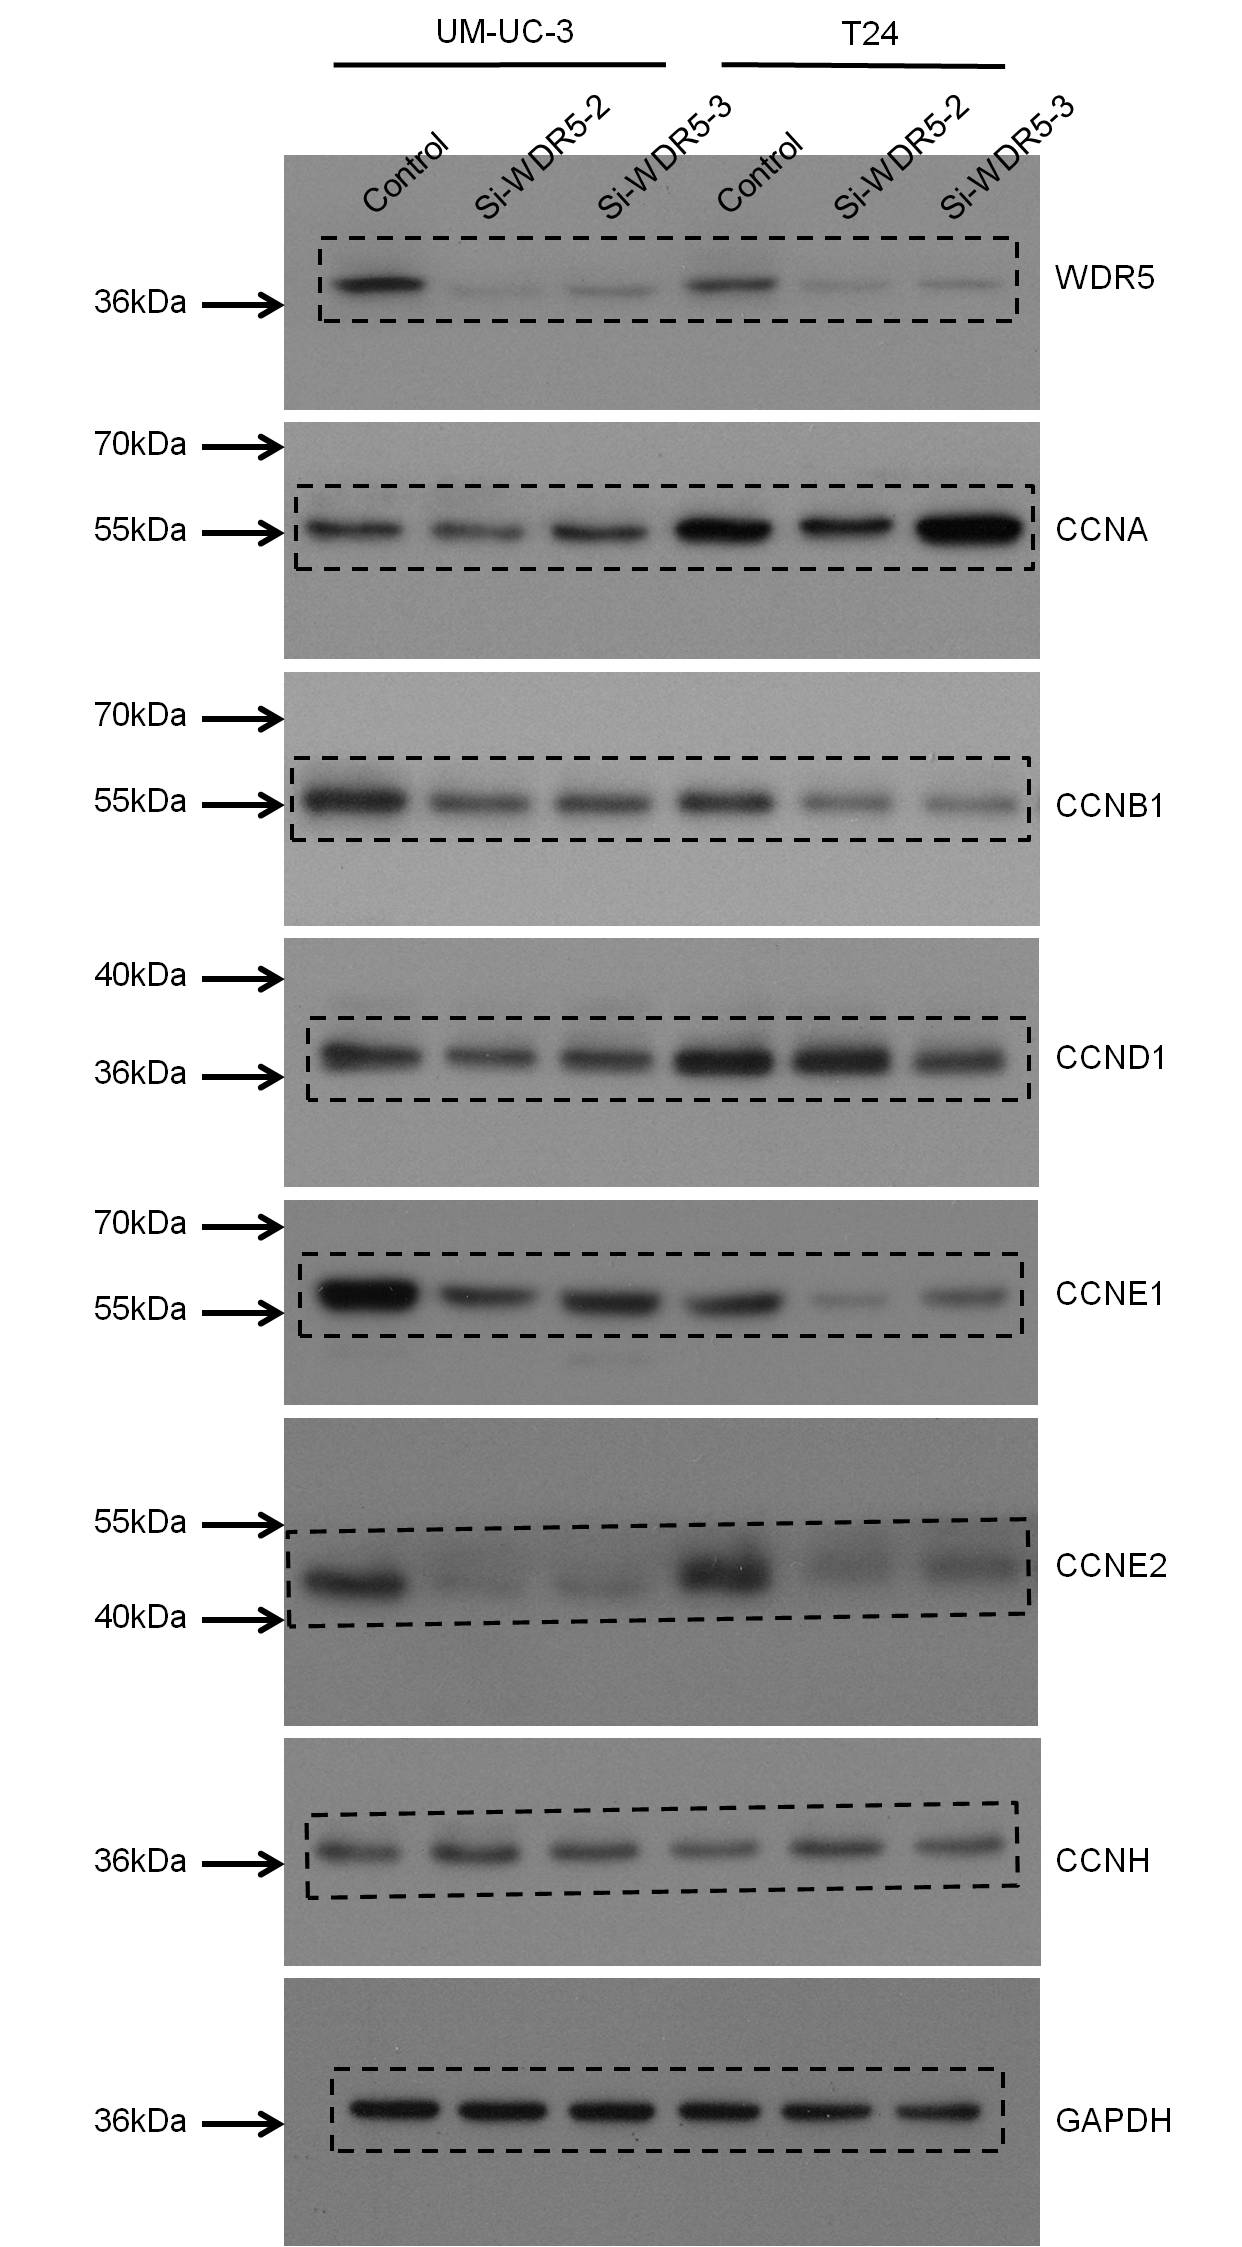

Fig.4A

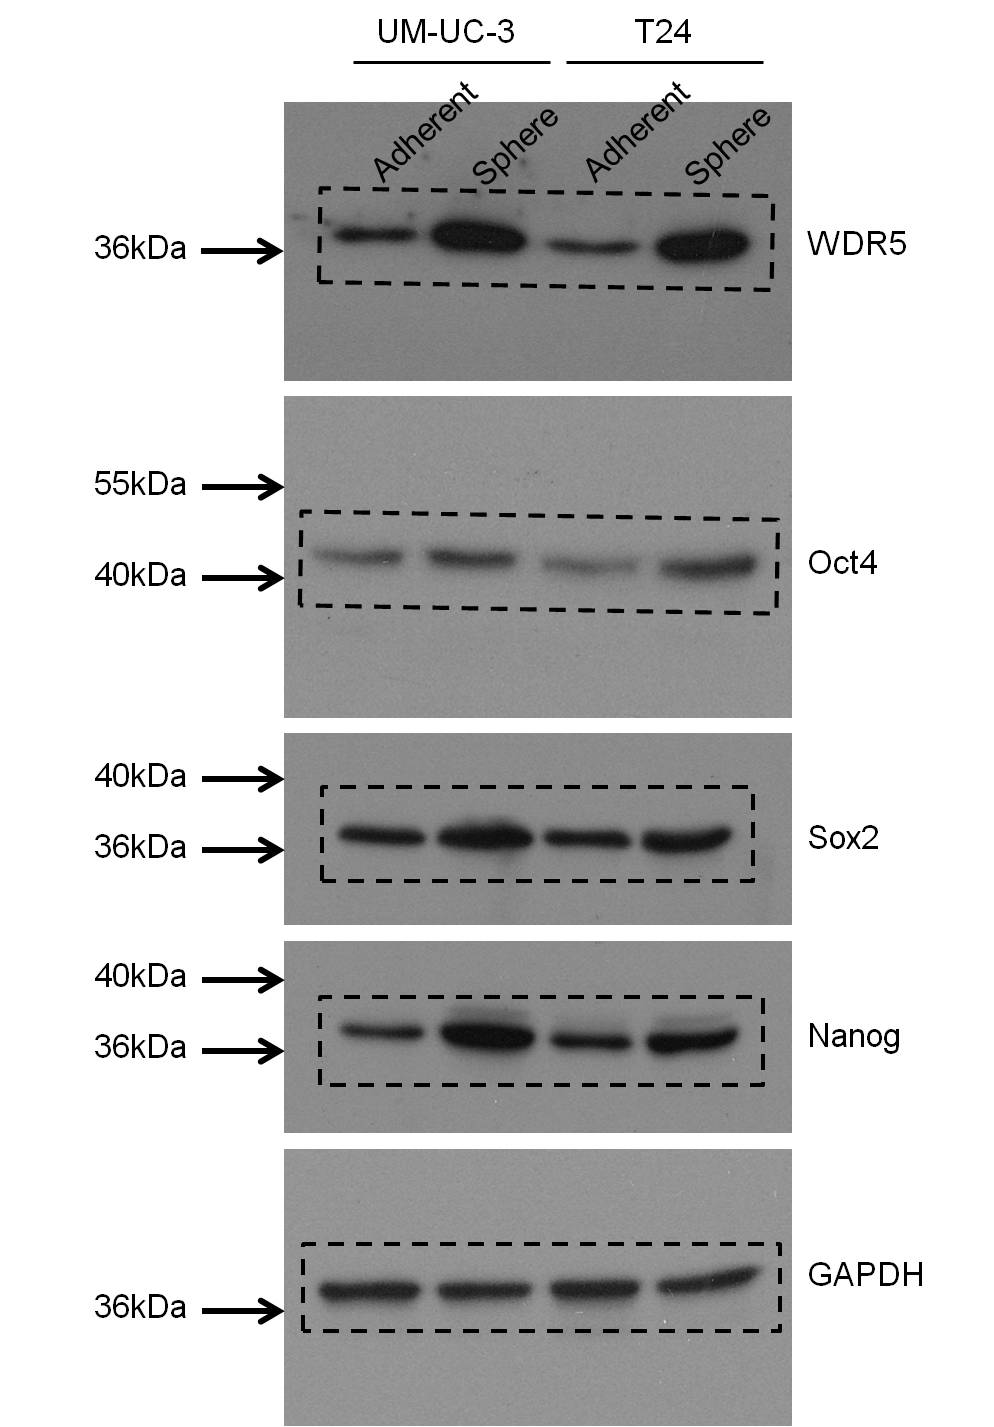

Fig.4G

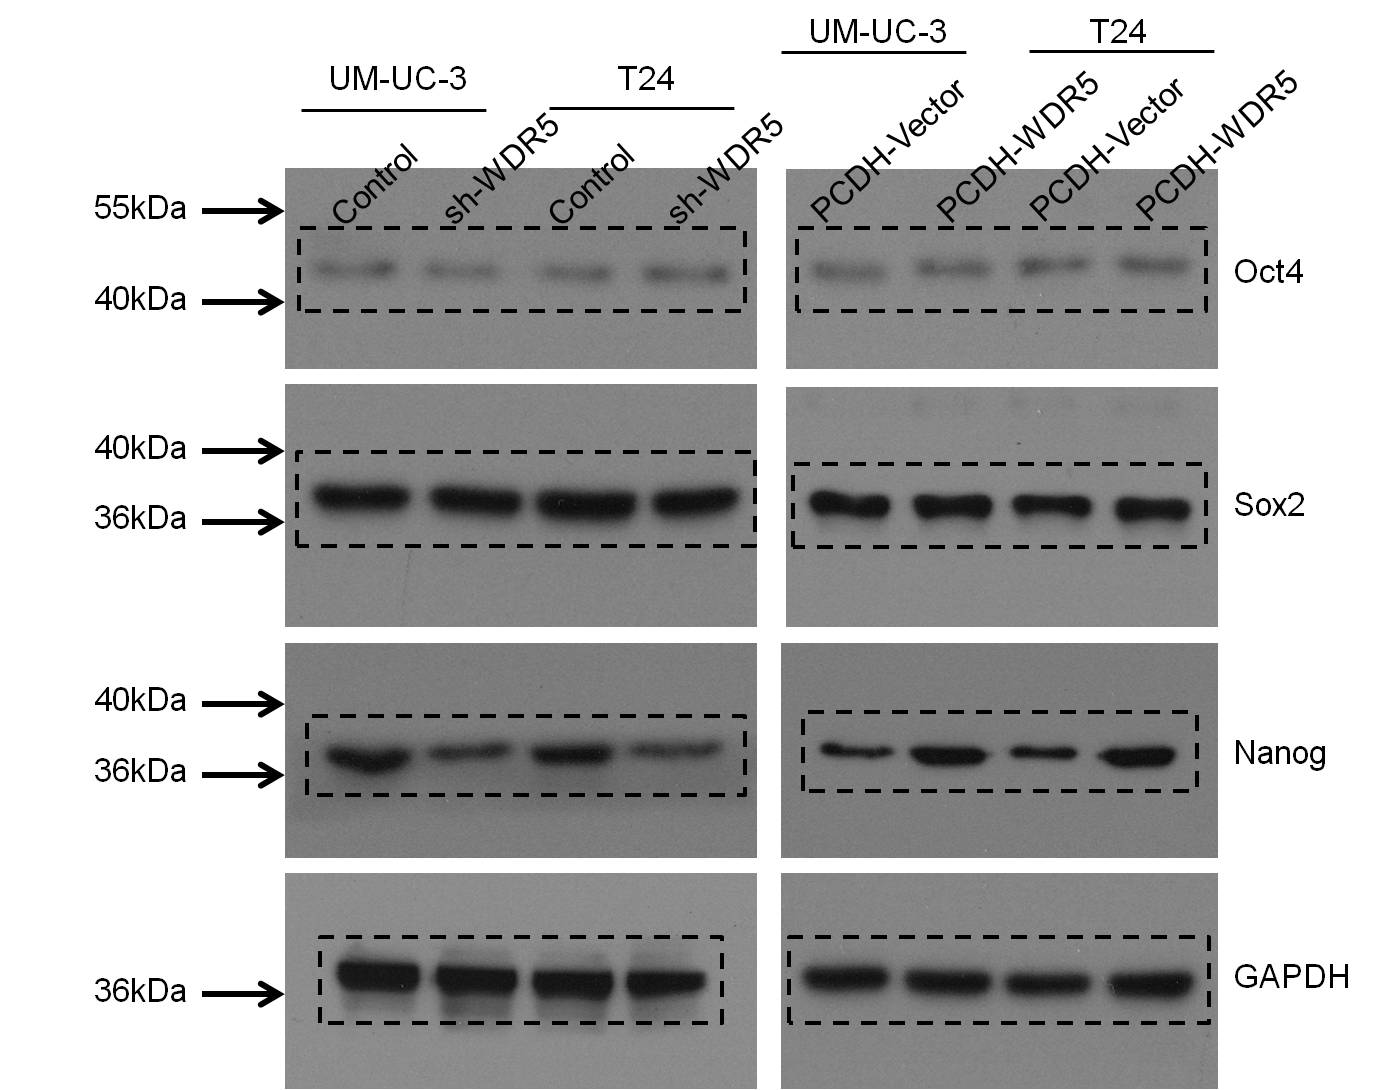

Fig.6G

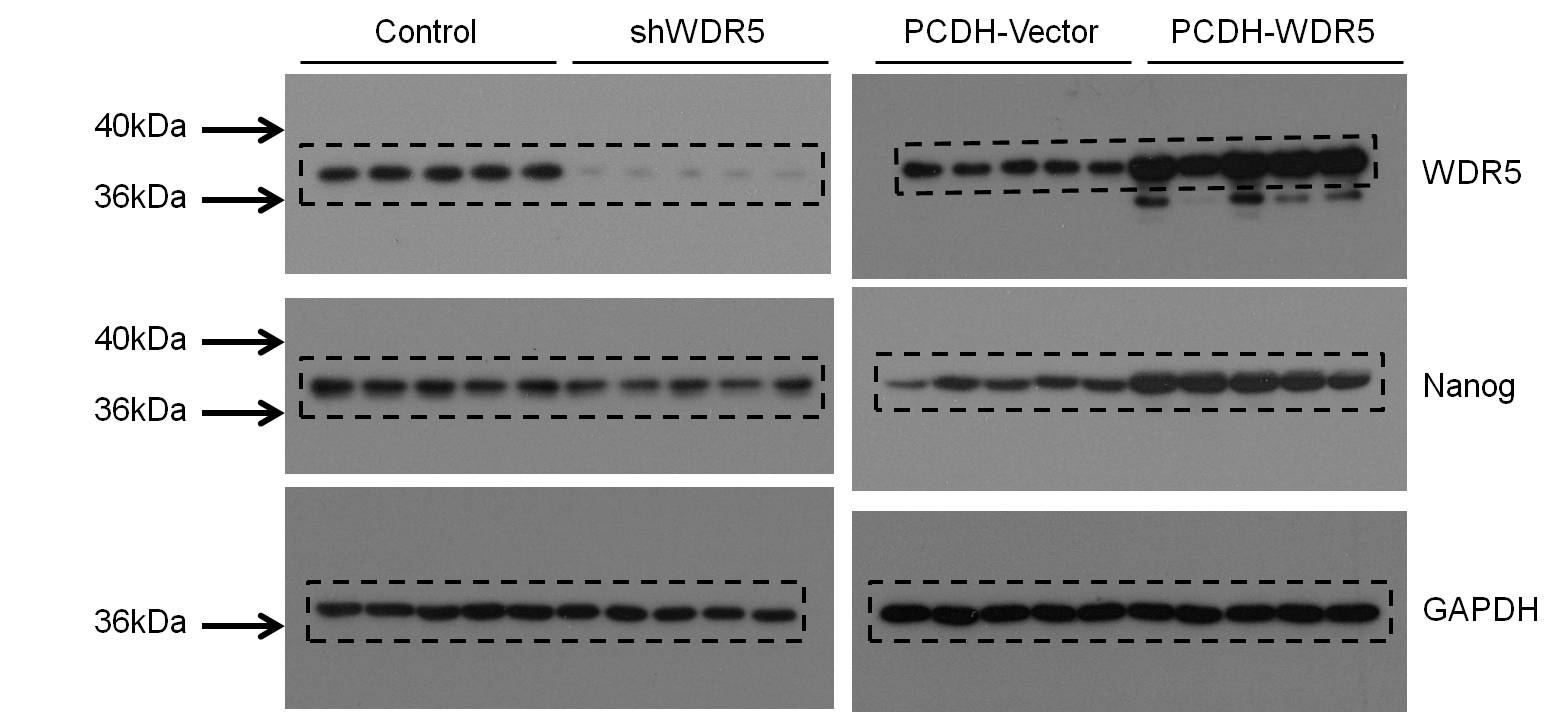

Fig.7D

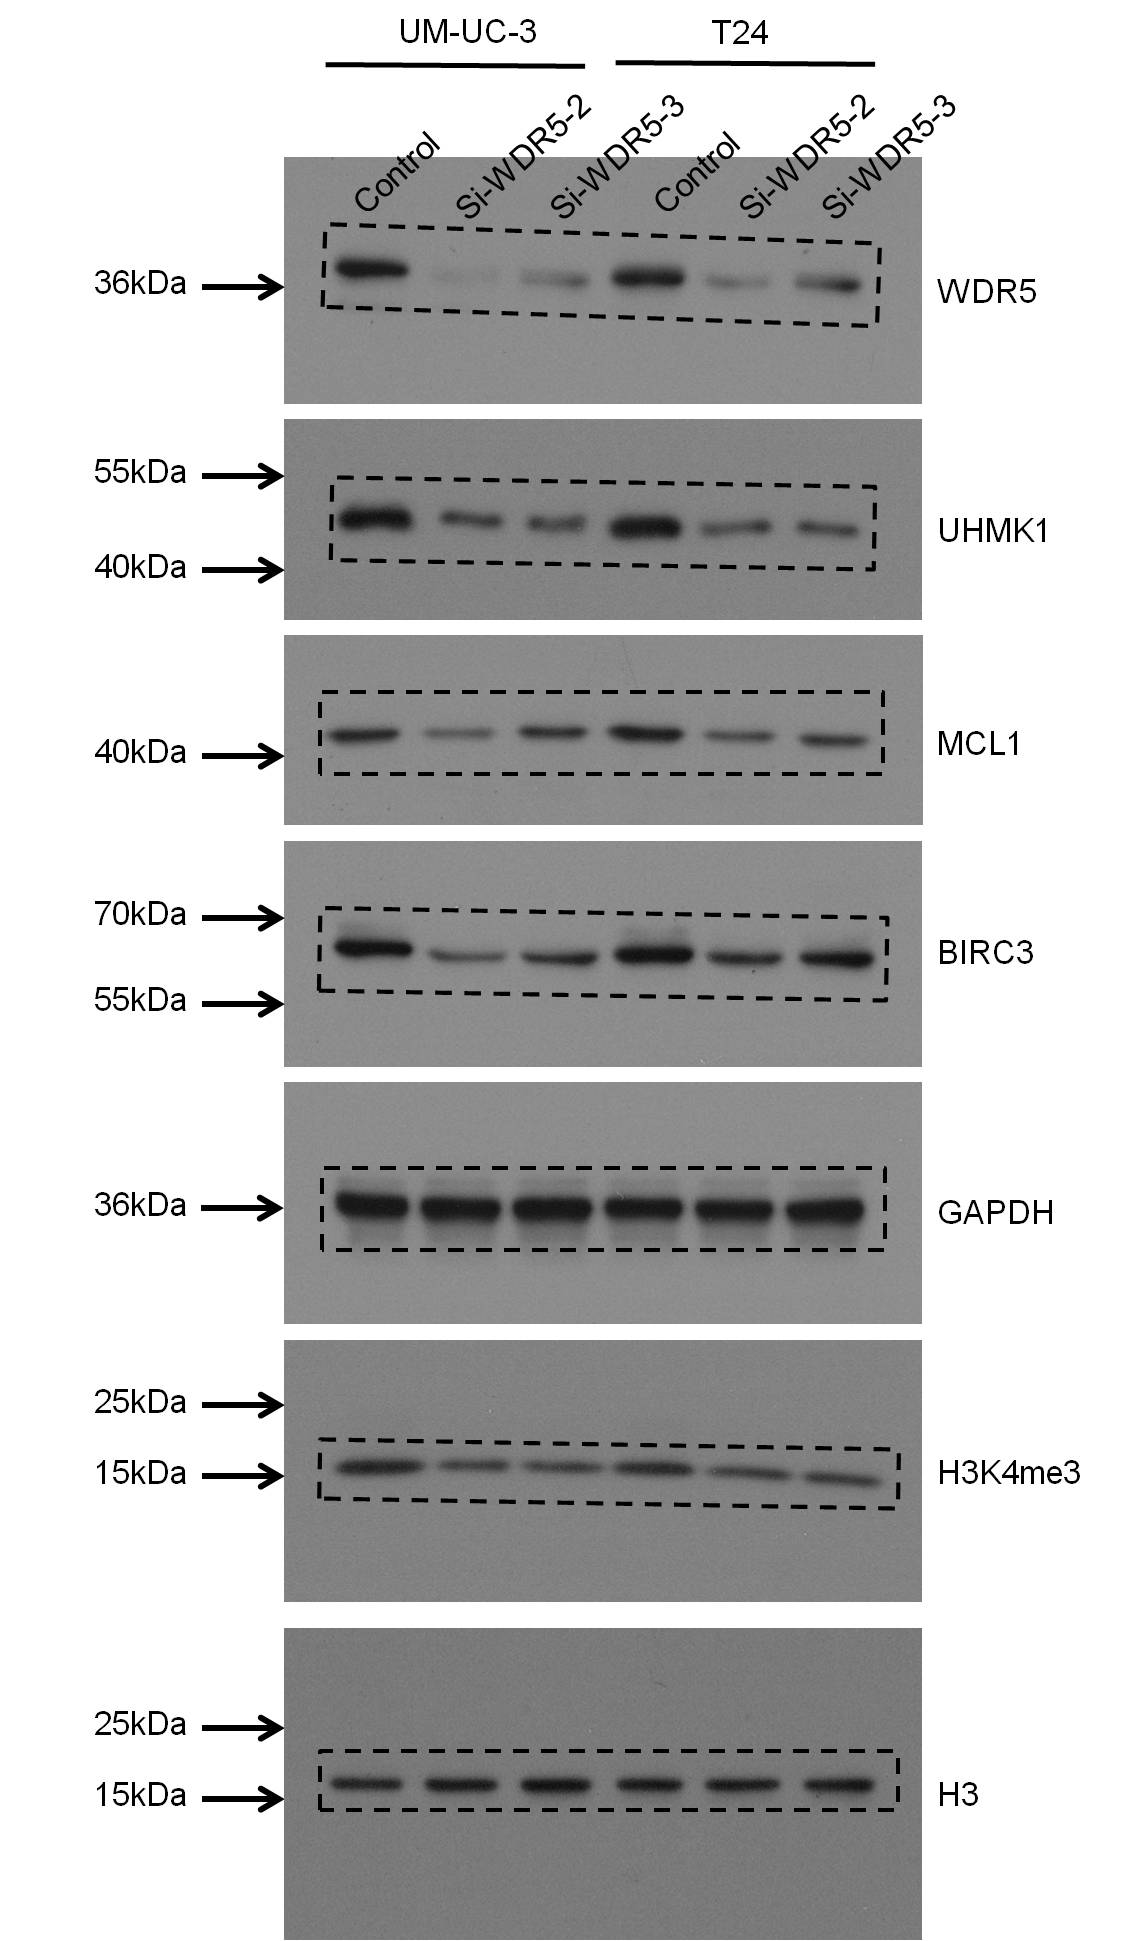

Supplemental Fig.2

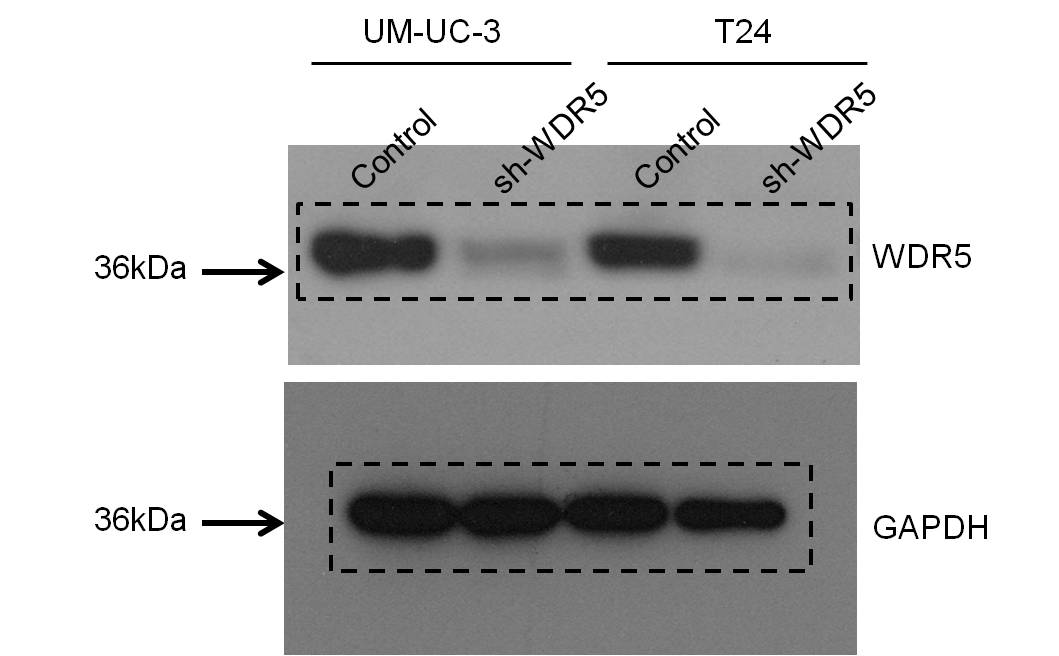

Supplemental Fig.3A

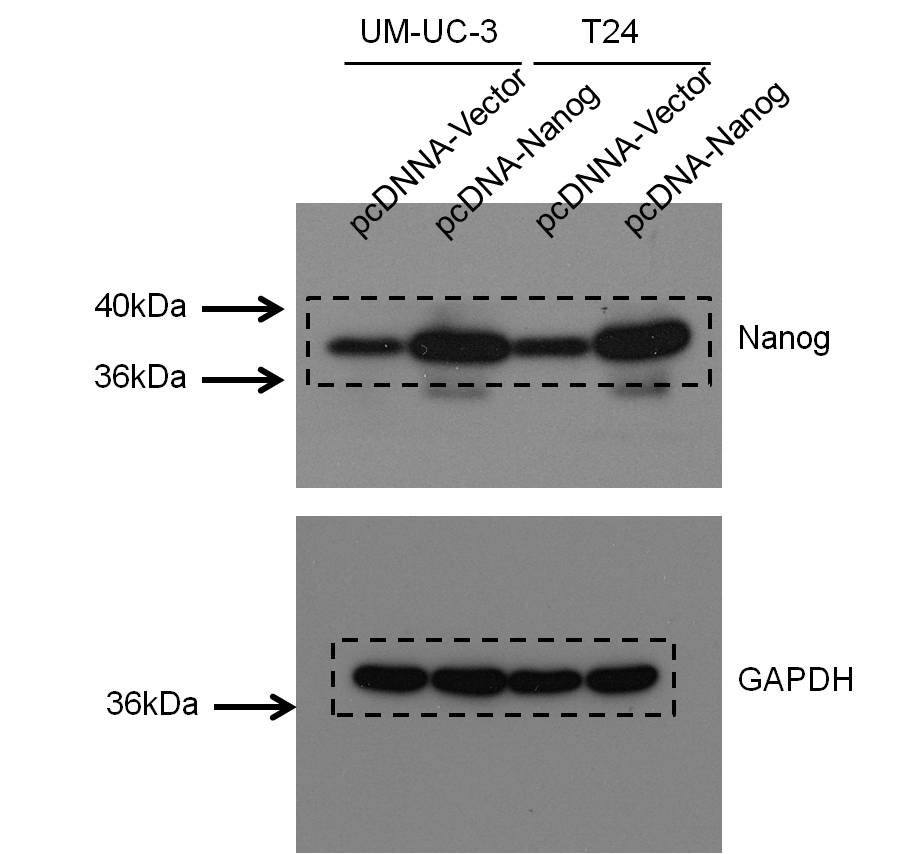

Supplemental Fig.6

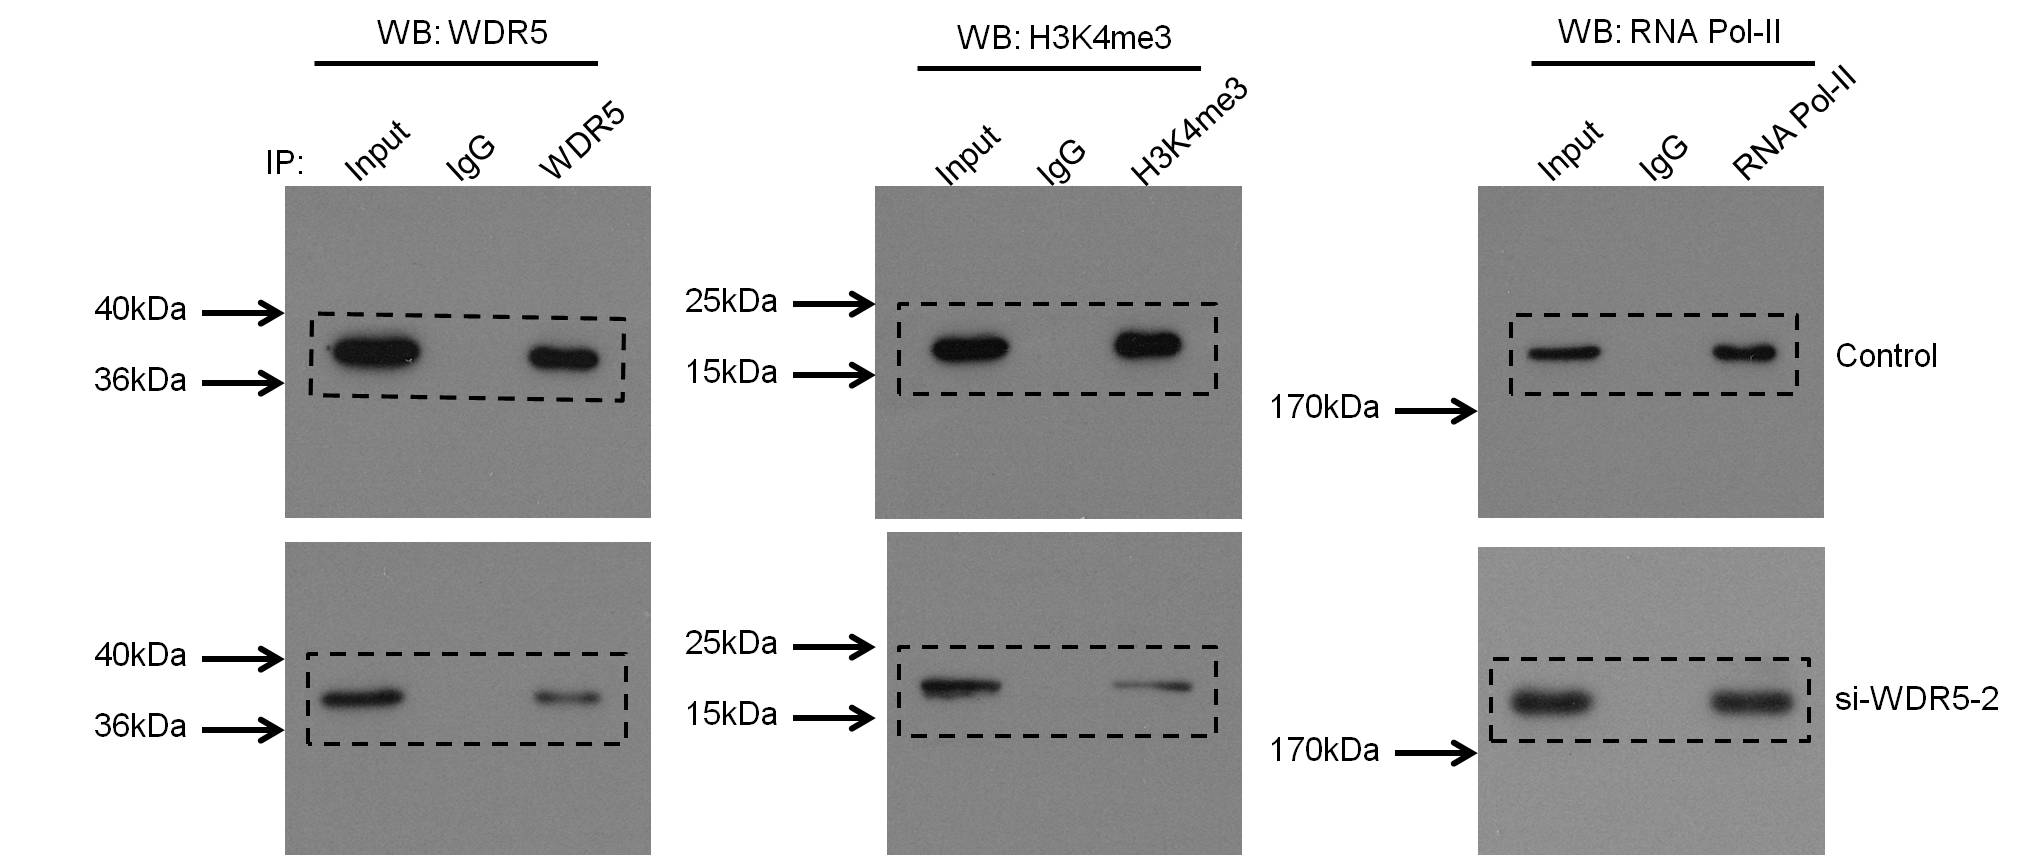

**Supplement:** Supplementary Information — Supplement

How the deposited data were processed for this re-analysis (not part of the article)

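RNA of UM-UC-3 cells transfected with control siRNA, si-WDR5-2 or si-WDR5-3 was measured on 3 Affymetrix PrimeView arrays, 1 per condition. The conditions come from the sample labels and the siRNA sequences in the methods, and each column of the deposited values was matched to its sample. The authors deposited 1 table of linear intensities for 49293 probe sets, made with GCOS 1.4 according to the methods and the submitters' processing notes. The background correction, summarisation and normalization behind these intensities are not given in the sources used here, and the scans were not analysed here. The deposited table holds no detection calls. The medians of the arrays are close to each other, so the intensities had already been put on a common scale, and no further scaling was applied.

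Log2 was taken of the deposited intensities without an offset. Probe sets with a mean log2 value below the median of all probe sets, 152 on the linear scale, were left out, which kept 24647. In the platform annotation used for gene names, 45064 probe sets have 1 gene symbol, 1756 have several and 2473 have none. Only probe sets with 1 symbol name a gene, and a probe set that repeats 1 symbol was read as having 1, a reading chosen after the data were seen. One gene named in Fig. 7C, BIRC3, was not analysed here. Names follow the annotation, so that MESDC2 appears as MESD and H2AFZ as H2AZ1. No coordinates are given, because the array table names no genome build.

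The value of a gene is the median log2 ratio over its kept probe sets, and its error is the range or SD over them, which measures the probes and not the cells. The median SD over the probe sets of 5823 genes with several was 0.08 with si-WDR5-2 and 0.07 with si-WDR5-3. The number of arrays limits the precision: no condition has replicates, and p-values per gene come only from the alternative fit with limma, which takes both siRNAs as 1 group and has 1 residual degree of freedom. The counting rule, the filter, the 22 gene lists, the alternatives and the rule for named genes were fixed before the data were examined, but after the ratios of Table S1 had been read. The named genes were taken from those the paper names for these cells or discusses, the 12 largest rises and 12 largest falls ranked by the smaller log2 change of the 2 siRNAs, up to 4 members of each list that met the rule and any that went the other way, or up to 2 where none did, and the 5 largest differences between the siRNAs in each direction. Not all of them are printed, and some, such as BIRC3, were not analysed here. Further members of lists are named in the closing section, and were chosen after their values were seen.

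For each gene list the median log2 ratio was set among the medians of 10000 random lists of the same size, drawn without replacement within 20 bins of mean expression, as a description of these arrays. The SD of a list median comes from 2000 bootstrap draws of its genes. Both comparisons share the control array, so the correlation and overlap were simulated 100 times for unchanged arrays with equal error on each array. As an alternative only, limma (lmFit and eBayes with a trend, Benjamini-Hochberg adjustment) took the 2 siRNA arrays as samples of knockdown against the control array. Its p-values measure the spread between the 2 siRNAs, and the lone control is assumed to vary like them. The alternatives were median centring, quantile normalization, no filter or a filter at the 25th or 75th percentile, an offset of 84.8 (the 20th percentile of all values), the brightest probe set of each gene, the rule applied to the median, stricter and looser ratios and each siRNA alone.

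The counting rule and limma were tested on simulated data for the comparison of both siRNAs with control, over 11501 genes with normal noise of SD 0.123 (log2), the robust SD of the si-WDR5-3 ratios taken as error of each array. With 50 genes changed at each of 4, 2.5, 0.4 and 0.25 times, both recovered 100% at every size. The rule called 0 unchanged genes and limma 21, values that hold for this low noise only. Noise was drawn for each probe set independently, and a gene was called as on the real arrays. In a second simulation the noise had an SD of 0.264 on every array, which takes the whole spread of the si-WDR5-2 ratios as error, so that the simulated si-WDR5-3 ratios spread more widely than the real ones. There the rule recovered 100% at 4 and 0.25 times, 96% at 2.5 times and 94% at 0.4 times, and limma 100%, 88% and 84%, and the rule called 150 unchanged genes and limma 14. In the last simulation the SD was 0.197 for the control, 0.316 for si-WDR5-2 and 0.188 for si-WDR5-3, which gives the spread seen between each pair of arrays, and the rule called 27 unchanged genes and limma 3, while the rule recovered 98% and limma 88% at 2.5 times, 100% and 94% at 0.4 times and both 100% at 4 and 0.25 times. These 2 further simulations were chosen after the data were seen, and none includes errors shared by the probe sets of a gene. The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.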

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

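The tests of proportion to the loss of WDR5, of the interferon response as the cause of the fall of cell cycle genes and of an error of the control array were chosen only after the result was seen, while the tests of scaling and of interferon transcripts were written first. The size of a list median that brought a list in here, 1.5 times the control, was also chosen after the values were seen.

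Interferon-induced genes, which the paper does not discuss, lay on opposite sides of the control with the 2 siRNAs: the median log2 ratio of 21 genes was 1.88 (bootstrap SD 0.29) with si-WDR5-2 and -0.59 (bootstrap SD 0.13) with si-WDR5-3, a difference that was not tested since each siRNA has 1 array. IFIT2 was at 8.72 and 0.604 times the control (5.06 with si-WDR5-2 without the filter), IFITM1 at 8.66 and 0.469 times and CCL5 at 7.51 and 0.543 times (11.7 and 0.954 for its brightest probe set), and 21 of 21 genes were above the control with si-WDR5-2 and below it with si-WDR5-3. An effect in proportion to the loss of WDR5 mRNA would put the si-WDR5-3 median near 1.40, against -0.59 observed. This proportion leaves out the probe set that Table S1 gives for LOC401127 and WDR5 together, whose ratios are nearly equal with both siRNAs. Quantile normalization left the si-WDR5-2 median at 1.84, which argues against scaling. For the rise with si-WDR5-2, a candidate explanation that remains is interferon made by the cells after transfection with this siRNA. It does not address the fall with si-WDR5-3, whose cause was not tested. Of 4 measured interferon genes, all below the filter, IFNB1 was at 1.94 times with si-WDR5-2 and 0.989 with si-WDR5-3. Among random sets of as many dim probe sets, 2.52% would hold at least 1 at 1.5 times or more with si-WDR5-2 and not with si-WDR5-3. The IFNB1 result rests on 1 dim probe set. The opposite outcome had been set for interferon genes past the filter, of which there are none, so it could not be met. The control and si-WDR5-3 cells were transfected too, and whether the sequence of si-WDR5-2, or a loss of WDR5 beyond a level that si-WDR5-3 did not reach, started the response was not tested.

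Replication and mitosis genes had lower medians with si-WDR5-2 than with si-WDR5-3, a difference that was not tested. In the same proportion to the loss of WDR5 mRNA, again without the probe set shared with LOC401127, the si-WDR5-3 medians would be -0.48 and -0.48. Those observed were -0.054 and -0.19, and after quantile normalization the replication medians stayed 0.57 apart. On the si-WDR5-3 array, which lacks the interferon response, the mitosis median still lay below 0, at -0.19 (bootstrap SD 0.04). This SD covers the genes of 1 array and not the spread between cultures. A difference between cultures could thus give that fall, and the response is not excluded as the whole cause. The replication median on the same array was -0.054 (bootstrap SD 0.04). For the replication genes the interferon response and other differences between the siRNAs cannot be told apart, because 1 array carries both. The same holds for the further fall of the mitosis genes with si-WDR5-2.

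The genes changed alike by both siRNAs all rest on 1 control array. In the paper's RT-qPCR, read by eye from Fig. 7B and Fig. 7C, 19 of 19 genes compared go the same way as the arrays with both siRNAs. BIRC3 of Fig. 7C was not analysed here and is left out. This argues against an error of the control array for those 19 genes, though the paper presents them as genes that differed on the arrays. For the other genes, the control array stood apart from both others at 248 probe sets, the si-WDR5-2 array at 554 and the si-WDR5-3 array at 182, so shared effects of the siRNAs and an error of the control cannot be told apart without a further control array.

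Genes of ATF4 and the unfolded protein response, which the paper does not discuss, had a median log2 ratio of 0.91 with si-WDR5-2 (percentile 100 of random lists) and 0.11 with si-WDR5-3 (percentile 97.4).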

How the results depend on the processing

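Only the reading of repeated symbols was tried after the data were seen. No paired analysis was possible because each condition has 1 array. The numbers of genes higher and lower with both siRNAs stayed within 1.5 times of 120 and 36 under median centring, quantile normalization, the other filters on dim probe sets and the brightest probe set, but depended on the limits of the rule. They were 57 and 19 with an offset before log2, 29 and 10 at 2 times with both siRNAs, 234 and 76 at 1.5 times with both, 221 and 136 for si-WDR5-2 alone and 81 and 53 for si-WDR5-3 alone, and 60 and 24 when the median over probe sets had to meet the rule, a stricter requirement by construction. With limma they were 0 and 0 at an adjusted p under 0.05, under each scaling and filter tried. At an unadjusted p under 0.05 they were 475 and 204 as reported, 745 and 446 without the filter, 644 and 311 with the filter at the 25th percentile and 253 and 93 at the 75th, and in each of these fits fewer probe sets passed than chance gives. Not merging repeated symbols gave 119 and 35. The correlation between the siRNAs stayed between 0.38 and 0.40. With an offset, the WDR5 log2 ratios moved to -1.85 and -1.43, the si-WDR5-2 medians of replication and mitosis genes to -0.49 and -0.56 and the si-WDR5-3 median of nucleolar MYC targets to -0.28. Without the filter the replication median with si-WDR5-2 was -0.51, the matrix median with si-WDR5-3 0.0582 and the interferon median with si-WDR5-3 -0.40, and with the filter at the 25th percentile the replication median was -0.55. With the filter at the 75th percentile, the anti-apoptotic median with si-WDR5-2 changed sign to 0.00223, and the medians were 0.0334 for the MLL/SET1 complexes with si-WDR5-3, -0.28 and 0.0292 for urothelial markers, -0.0576 for p53 targets with si-WDR5-3, 2.27 for interferon-induced genes and 0.65 for the hypoxia list with si-WDR5-2. With the brightest probe set they were 0.0204 for the MLL/SET1 complexes, -0.35 for nucleolar MYC targets and -0.0362 for urothelial markers with si-WDR5-3, and 2.19 for interferon-induced genes and 0.60 for the hypoxia list with si-WDR5-2. The log2 ratio of H2AZ2 with si-WDR5-2, of which 1 of 4 probe sets met the rule, changed sign to 0.0118 with the filter at the 75th percentile and 0.0592 with the brightest probe set. Beyond the construction of each alternative, the cause was not tested. Over the alternatives, 331 list medians and 1192 ratios of named genes moved by less than their spread, and 18 and 188 moved by more. Of values without a call, 33 medians and 5 ratios crossed 0 within their spread and 3 medians, those of the MLL/SET1 complexes and urothelial markers with si-WDR5-3, and 3 ratios beyond it. The floor of the intensities limits the ratios of dim probe sets, and no alternative restores them.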

Differences from the paper's values

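The counts of genes, 120 higher and 36 lower against the paper's 136 and 42, lie within 1.5 times of each other, at limits that the paper's text does not name. The paper gives mRNA levels relative to control siRNA by RT-qPCR, a different assay of the same cells, and 19 of its genes, without BIRC3, were compared here. Of the 38 values compared, 26 differ from the array ratios by more than 1.5 times and more than the SD over probe sets. The array ratio is the closer to 1 in 35 of 38. The paper's values in Fig. 7B, read by eye, against those of the arrays are TSC22D1 about 6.5 against 2.41 with si-WDR5-2, PPP1R3C about 3.6 against 1.63 with si-WDR5-2 and about 3.6 against 2.37 with si-WDR5-3, ARRDC3 about 5.1 against 2.67 with si-WDR5-2, ARHGAP21 about 4.2 against 2.31 with si-WDR5-2. They are GAS1 about 10 against 1.89 with si-WDR5-2 and about 6.1 against 2.07 with si-WDR5-3, TPM4 about 5.4 against 3.39 with si-WDR5-2, SEMA3A about 6.5 against 3.19 with si-WDR5-2, GANAB about 4.6 against 1.89 with si-WDR5-2 and about 3.8 against 2.20 with si-WDR5-3. They are MESD about 3 against 1.95 with si-WDR5-2, OGFR about 15 against 1.38 with si-WDR5-2 and about 6.2 against 1.13 with si-WDR5-3. The paper's values in Fig. 7C, read by eye, against those of the arrays are WDR5 about 0.08 against 0.215 with si-WDR5-2 and about 0.18 against 0.317 with si-WDR5-3, CCNE2 about 0.27 against 0.409 with si-WDR5-2 and about 0.39 against 0.619 with si-WDR5-3, UHMK1 about 0.32 against 0.498 with si-WDR5-2 and about 0.25 against 0.438 with si-WDR5-3, MCL1 about 0.36 against 0.919 with si-WDR5-2 and about 0.44 against 0.764 with si-WDR5-3. They are OIP5 about 0.11 against 0.261 with si-WDR5-3, GLO1 about 0.4 against 0.640 with si-WDR5-3, MMP9 about 0.42 against 0.246 with si-WDR5-3, CCNB1 about 0.52 against 0.811 with si-WDR5-3. Of the alternatives set before the data were examined, few brought a differing value within 1.5 times. With the filter at the 75th percentile, PPP1R3C with si-WDR5-3 (3.24), MCL1 with si-WDR5-2 (0.482) and MCL1 with si-WDR5-3 (0.534) came within 1.5 times of the paper's value. With the brightest probe set of each gene, PPP1R3C with si-WDR5-3 (3.24), GANAB with si-WDR5-3 (2.79), MCL1 with si-WDR5-2 (0.464) and MCL1 with si-WDR5-3 (0.456) came within 1.5 times of the paper's value. With quantile normalization, CCNE2 with si-WDR5-2 (0.402) came within 1.5 times of the paper's value. With an offset before log2, MMP9 with si-WDR5-3 (0.314) came within 1.5 times of the paper's value. All other differing values stayed apart under each of the alternatives that gave a value. Some alternatives moved values apart that had been close to the paper's. With si-WDR5-3 and without the filter these included TSC22D1 (1.75), ARHGAP21 (1.43) and MESD (1.26). With the brightest probe set they included TPM4 with si-WDR5-3 (1.79).

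The paper counts cyclin B1, MCL1 and BIRC3 among the genes lower after WDR5 knockdown and NANOG among those regulated by WDR5. Its evidence includes RT-qPCR, Western blots and ChIP-qPCR, and cyclin B1, BIRC3 and NANOG are not in Table S1. BIRC3 was not analysed here. On the arrays CCNB1 was below the control with both siRNAs, at 0.634 and 0.811 times, but did not meet the rule. The median of MCL1 was 0.919 and 0.764 times although 2 of 6 probe sets met it. NANOG lay below the filter near the floor, where no change can be read. CCNE1, CCNE2, UHMK1, OIP5, GLO1 and MMP9 were lower with both siRNAs.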

Other observations

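The si-WDR5-2 array also showed genes of amino acid and protein folding stress at higher levels: ASNS, asparagine synthetase, was at 3.00 times the control, SESN2 at 3.33 times, DDIT3 (CHOP) at 2.40 times and the chaperone HSPA5 (BiP) at 2.13 times, and with si-WDR5-3 these were at 1.09, 1.04, 1.07 and 1.29 times. ASNS, SESN2, DDIT3, HSPA5, CXCL2 and CXCL3 were chosen after their values were seen. Of 23 such genes 8 were at least 2 times the control with si-WDR5-2, and DDIT4 alone met the rule with both siRNAs. The genes furthest apart in the other direction were SEL1L (0.317 and 1.17 times with si-WDR5-2 and si-WDR5-3), KIF26A (0.306 and 1.07 times), ACO1 (0.376 and 1.25 times), ZMYND11 (0.370 and 1.23 times) and the transcriptional coactivator YAP1 (0.49 and 1.54 times). Without the filter on dim probe sets SEL1L was at 0.885 and ZMYND11 at 0.908 times with si-WDR5-2.

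Ribosomal protein genes had median log2 ratios of -0.31 and -0.18 and nucleolar MYC targets of -0.12 and -0.31, each below percentile 1 of random lists. NF-kappaB targets were at -0.20 and -0.48, with the chemokine genes CXCL2 at 1.23 and 0.499 times and CXCL3 at 0.736 and 0.388 times. The hypoxia list had medians of 0.38 and 0.26 and the matrix list of 0.05 and 0.14. Among histone genes, with medians of -0.000360 and -0.00246, H2BC5 and H2BC12 (2.87 and 1.57 times, and 1.75 with si-WDR5-2 without the filter) were higher with both siRNAs and 1 of 4 probe sets of H2AZ2 was lower.

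The remaining lists had median log2 ratios, with si-WDR5-2 and si-WDR5-3, as follows: the MLL/SET1 complexes (-0.01 and -0.01), other WDR5 partners (0.20 and 0.00671), pro-apoptotic genes (-0.000522 and -0.04), pluripotency factors (0.11 and -0.04), cyclin-dependent kinase inhibitors (-0.04 and 0.09). Further lists were p53 targets (-0.00217 and -0.00784), urothelial markers (-0.07 and -0.01), epithelial and mesenchymal markers (0.05 and 0.01), reference genes (-0.16 and -0.04) and markers of other tissues (-0.06 and -0.02).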
